# Loss of TMEM55B modulates lipid metabolism through dysregulated lipophagy and mitochondrial function

**DOI:** 10.1038/s41419-025-08210-x

**Published:** 2026-01-09

**Authors:** Yuanyuan Qin, Sheila S. Teker, Nilsa La Cunza, Yao Tong, Elizabeth Theusch, Neil V. Yang, Leela Venkatesan, Julia Su, Xuanwen Wang, Ronald M. Krauss, Aparna Lakkaraju, Aras N. Mattis, Marisa W. Medina

**Keywords:** Mechanisms of disease, Endocrine system and metabolic diseases, Autophagy

## Abstract

Lipophagy is a form of selective autophagy that targets the lipid droplets for lysosomal decay and has been implicated in the onset and progression of metabolic dysfunction-associated steatotic liver disease (MASLD). Factors that augment lipophagy have been identified as targets for MASLD therapeutic development. TMEM55B is a key regulator of lysosomal positioning, which is critical for lysosome fusion with the autophagosome, but is less well studied. Here, we demonstrate that the absence of TMEM55B in murine models accelerates MASLD onset and progression to metabolic dysfunction-associated steatohepatitis (MASH). In cellular models, TMEM55B deficiency enhances incomplete lipophagy, whereby lysosome-lipid droplet interactions are increased, but lysosomal cargo is not fully degraded and/or released, leading to the development of lipid-filled lysosomes (lipolysosomes). Loss of TMEM55B also impairs mitophagy, causing an accumulation of dysfunctional mitochondria. This imbalance leads to increased lipid accumulation and oxidative stress, worsening MASLD. These findings underscore the importance of lysosomal positioning in lipid metabolism and suggest that targeting lipophagy for MASLD therapeutic development should be carefully considered to ensure promotion of the entire lipophagic flux pathway and whether it occurs in the context of mitochondrial dysfunction.

## Introduction

Lipophagy and mitophagy are forms of selective autophagy essential for maintaining cellular lipid and energy homeostasis. Lipophagy targets lipid droplets for degradation in the lysosome, where triglycerides are broken down into fatty acids [1]. Mitophagy is the selective degradation of damaged or dysfunctional mitochondria [2]. Both impaired lipophagy and mitophagy have been implicated in the development and progression of metabolic dysfunction-associated steatotic liver disease (MASLD) in human patients and pre-clinical models [3–5]. MASLD arises from excessive hepatic lipid accumulation, progressing from hepatic steatosis to metabolic-associated steatohepatitis (MASH), fibrosis, and cirrhosis [6]. Impaired lipophagy disrupts triglyceride metabolism, leading to lipid overload and hepatocellular stress [7], while defective mitophagy reduces fatty acid oxidation and promotes oxidative stress, further driving MASLD progression [5]. Rezdiffra (generic name Resmetirom), the only FDA-approved therapeutic for MASH treatment, increases lipophagy and mitophagy [8], highlighting the importance of these pathways in MASLD [9]. Notably, these processes require functional lysosomes, which play a critical role in autophagic degradation [10].

Lysosomal function depends on multiple factors, including positioning within the cell. Lysosomes are typically distributed throughout the cell; however, they must travel to the perinuclear region to fuse with autophagosomes [11]. Transmembrane protein 55B (TMEM55B), also known as phosphatidylinositol-4,5-biphosphate 4-phosphatase 1 (PIP4P1), can regulate lysosome intracellular positioning and mobility [12–14]. TMEM55B promotes dynein-dependent lysosomal retrograde trafficking by recruiting JIP4 (C-Jun-amino-terminal kinase-interacting protein 4), a dynein motor, to the lysosomal surface [12]. In fatty acid-treated hepatoma cell lines, inhibition of TMEM55B leads to perinuclear localization of enlarged, immobile lysosomes, suggesting a role in lysosomal mobility [14]. Given the established role of lipophagy and mitophagy in MASLD, we sought to investigate how TMEM55B influences these processes as well as MASLD onset and progression.

## Results

### Loss of *TMEM55B* accelerates diet-induced MASLD onset and progression in mice

To assess the effect of TMEM55B inhibition in vivo, we injected Western diet-fed C57BL/6 J male mice with antisense oligonucleotides (ASOs) targeting *Tmem55b* or non-target control (NTC) (Supplementary Fig. S1A), a model that we previously showed to reduce hepatic *Tmem55b* transcript and protein levels by ~60% [14]. After 6 weeks, *Tmem55b* ASO-treated male animals had significantly greater hepatic lipid accumulation (Fig. 1A, B), with no changes in glycemic control (Supplementary Fig. S1B**)**. In C57BL/6 J male mice fed the metabolic dysfunction associated steatohepatitis (MASH)-inducing GAN diet (40% kcal fat, 20% kcal fructose, 2% cholesterol) (Supplementary Fig. S1C**),** *Tmem55b* ASO treated animals had a higher level of fibrosis after 21 and 29-weeks on diet (Fig. 1C). These findings were consistent with our RNAseq analysis where hepatic transcripts upregulated in *Tmem55b* vs. NTC ASO treated animals were enriched in cell adhesion genes (Supplementary Fig. S1D).

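Hepatic RNA was sequenced from 4 male mice treated with *Tmem55b* ASO and 4 treated with NTC ASO, all fed a Western diet for 4 weeks. An ASO is a short, chemically modified strand of nucleic acid that pairs with a chosen transcript and leads to its degradation, and the NTC ASO is of the same kind but has no intended target. The weekly dose was 25 mg/kg body weight and the diet held 0.2% cholesterol, with 43% fat in the sample records. The legend of Fig. 1, which describes mice fed a Western diet for longer, gives 42% fat. Libraries were polyA-selected and strand-specific, and were read as 150 bp pairs. The authors aligned the fragments to the mouse GRCm39 genome, counted them on annotated genes with featureCounts, and deposited these counts without normalization for 55416 genes. Between 15784681 and 25446020 fragments per mouse were counted on genes, with a median of 20682622 in the NTC ASO group and 20741228.5 in the *Tmem55b* ASO group. At these totals, 3 fragments correspond to between 0.118 and 0.190 CPM (counts relative to the library total, on a scale of 1e6), and this floor covers counting error only. The 18S ribosomal gene *Rn18s-rs5* took between 3.32% and 12.2% of the fragments of a mouse. From the counts, edgeR's quasi-likelihood test was run with TMM normalization, a two-sided p and Benjamini-Hochberg adjustment on the 14095 genes that passed edgeR's filter on low counts.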

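*Tmem55b*, listed under its current symbol *Pip4p1* (ENSMUSG00000035953.15), is a protein-coding gene on the minus strand of chromosome 14 of GRCm39, from 51163525 to 51168313. Its level was 8.72 ± 2.34 CPM (SD, n = 4) in *Tmem55b* ASO-treated mice and 17.0 ± 3.16 CPM (SD, n = 4) in NTC ASO-treated mice. The single values were 6.89, 8.71, 7.27 and 12.0 CPM in *Tmem55b* ASO replicates 1 to 4 and 20.4, 18.8, 15.0 and 13.6 CPM in NTC ASO replicates 1 to 4. In these values, which are after TMM normalization, the 2 groups did not overlap (exact permutation test, two-sided, p = 0.0286, the smallest p that 4 mice against 4 allow). In CPM of the plain library total they did overlap, with *Tmem55b* ASO replicate 4 at 14.3 and NTC ASO replicate 4 at 12.9. The log2 fold change of *Pip4p1* was -0.96 (standard error 0.209), with an unadjusted p of 0.00114 and an adjusted p of 0.387 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, so the decrease was larger than the spread between mice and did not pass the adjusted threshold of 0.05 over all genes with this test. It passed in 2 of 9 alternatives with all mice, DESeq2 among them (log2 fold change -0.98, adjusted p = 0.0144). With each mouse left out in turn, edgeR's log2 fold change of *Pip4p1* stayed between -1.18 and -0.86. Of its exonic bases, 19.5% overlap *Apex1* on the opposite strand, and whether the counting used strand is not given in the text. Across all genes tested, no gene was higher and 1 gene was lower with *Tmem55b* ASO at an adjusted p under 0.05, while 332 genes were higher and 276 were lower at an unadjusted p under 0.05. The lower gene was *Immp2l* (ENSMUSG00000056899.11), on chromosome 12 from 41074089 to 42002371, which encodes a subunit of the peptidase of the inner mitochondrial membrane. *Immp2l* stood at 5.13 ± 1.31 CPM (SD, n = 4) with *Tmem55b* ASO and 22.2 ± 1.92 CPM (SD, n = 4) with NTC ASO, a log2 fold change of -2.11 (standard error 0.199, adjusted p = 0.0200 from edgeR's quasi-likelihood test). This call was lost in 5 of the 8 fits that each left out 1 mouse, in which the adjusted p of *Immp2l* ranged up to 0.145 and the log2 fold change stayed between -2.20 and -1.94. Among the alternatives that kept the threshold at an adjusted p of 0.05, DESeq2 moved these counts most, to 38 genes higher and 31 lower.

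**Figure D1:**
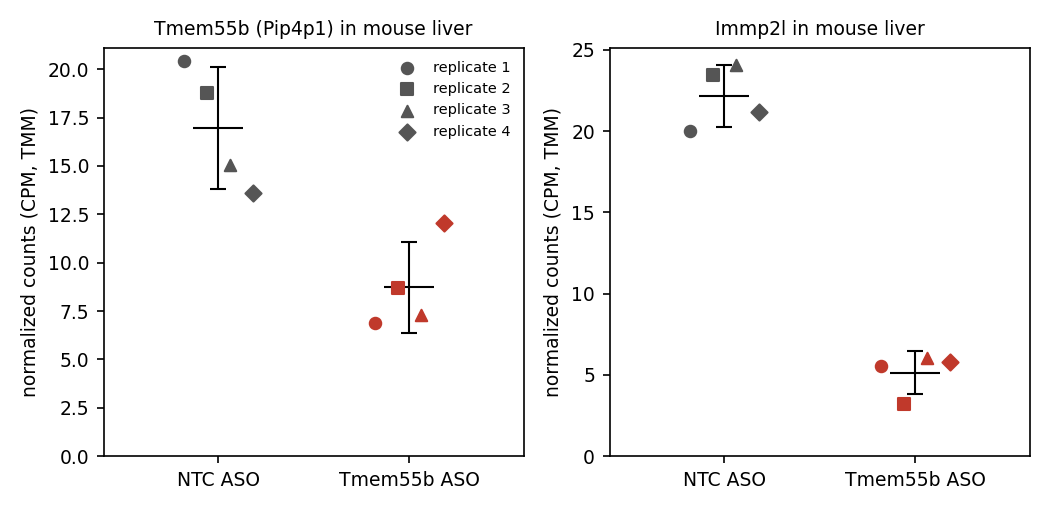
Normalized counts (CPM after TMM normalization) of *Tmem55b* (*Pip4p1*, left) and *Immp2l* (right) in the liver of each mouse, by ASO treatment. Points are single mice with a symbol per replicate number, and lines are the mean ± SD of 4 mice. For both genes all 4 *Tmem55b* ASO-treated mice lie below the 4 NTC ASO-treated mice, and *Tmem55b* ASO replicate 4 at 12.0 CPM is the closest to the controls for *Tmem55b*.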

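Cell adhesion genes were taken from a list of adhesion gene families (cadherins, integrins, claudins, desmosomal and focal adhesion proteins and the like), since the text does not name the gene set, background or test behind the enrichment. Of the genes tested, 143 are on this list. Because no gene was higher at an adjusted p under 0.05, none of the 143 could be among such genes, and the enrichment was computed at an unadjusted p under 0.05. There, 11 of the list genes were among the higher genes, 7.69% of the list against 2.30% of the other tested genes (odds ratio 3.54, one-sided Fisher's exact test, p = 5.7e-04). Among the genes lower at the same threshold there were 4 list genes (odds ratio 1.45, one-sided Fisher's exact test, p = 0.307). With DESeq2, which the authors used, 4 of 186 list genes were among the genes higher at an adjusted p under 0.05 (odds ratio 11.1, one-sided Fisher's exact test, p = 7.0e-04). These were *Flrt2*, *Pkp3*, *Pcdh17* and *Mcam*. Fisher's exact test takes genes as independent, which genes measured in the same mice are not. Of all 35 splits of the 8 mice into 4 and 4, the real one included, 9 gave as small a Fisher's exact p at the unadjusted threshold. With the genes called by DESeq2, 2 did. With Reactome's adhesion sets, 10 of 271 genes were higher at an unadjusted p under 0.05 (odds ratio 1.61, one-sided Fisher's exact test, p = 0.108). *Flrt2* (chromosome 12, 95659000 to 95751989) rose from 0.906 ± 0.391 to 3.65 ± 1.01 CPM (SD, n = 4 each), a log2 fold change of 2.00 (standard error 0.383, adjusted p = 0.358 from edgeR's quasi-likelihood test and 4.1e-04 from DESeq2). *Pkp3* (chromosome 7, 140658131 to 140670423) had a log2 fold change of 1.49 (standard error 0.327, adjusted p = 0.387 from edgeR and 0.0165 from DESeq2). *Pcdh17* and *Mcam* had log2 fold changes of 1.65 and 1.27, and both were highest in *Tmem55b* ASO replicate 4, at 14.5 and 12.6 CPM against at most 5.81 and 5.96 CPM in the other mice of that group. *Jup*, *Icam2* and *Cd34* were also higher in every *Tmem55b* ASO-treated mouse than in every NTC ASO-treated mouse, while *Cd47*, *Flrt1* and *Dsg1c* overlapped between the groups. Over the whole list, the mean log2 fold change was 0.16 above that of the other tested genes. Camera on edgeR's model, which compares gene-wise test statistics and not this mean, gave a two-sided p of 1.7e-04 with a preset inter-gene correlation of 0.01. The mean log2 level of the list, relative to the NTC ASO mean, was 0.16, -0.047, 0.027 and 0.76 in *Tmem55b* ASO replicates 1 to 4 and 0.36, -0.14, -0.12 and -0.11 in NTC ASO replicates 1 to 4, a difference within the spread between mice (exact permutation test, two-sided, p = 0.4). With *Tmem55b* ASO replicate 4 left out, 8 list genes were among 493 higher genes at an unadjusted p under 0.05 (odds ratio 1.67, one-sided Fisher's exact test, p = 0.12), and the difference in mean log2 fold change was -0.055 (camera, p = 0.764). DESeq2 without that mouse still had 4 list genes among 50 genes higher at an adjusted p under 0.05 (odds ratio 8.69, one-sided Fisher's exact test, p = 0.00162), but without NTC ASO replicate 2 it had 1 among 18 (odds ratio 5.30, one-sided Fisher's exact test, p = 0.181). With the inter-gene correlation estimated from the data, the camera p over all 8 mice was 0.369. From the transcripts upregulated with *Tmem55b* ASO, the paper states an enrichment in cell adhesion genes (Supplementary Fig. S1D) and sets it beside the greater fibrosis in Fig. 1C.

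**Figure D2:**
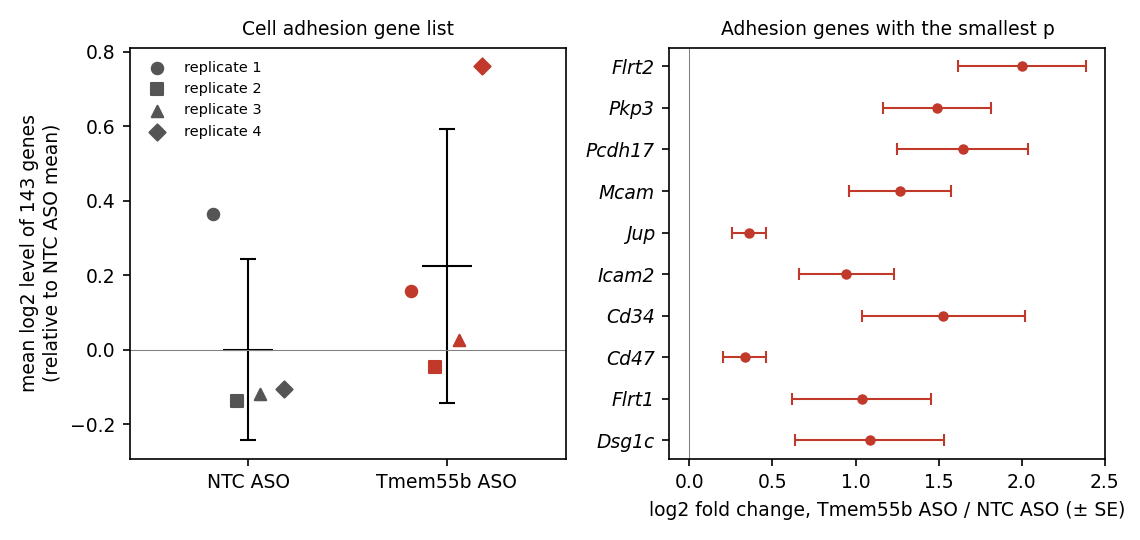
Cell adhesion genes in the livers of mice treated with NTC ASO or *Tmem55b* ASO. On the left, points are the mean log2 level of the 143 list genes in each mouse relative to the NTC ASO mean, and lines are the mean ± SD of 4 mice. On the right, points are the log2 fold changes of the 10 list genes that were higher with the smallest p, with bars for the standard error. *Tmem55b* ASO replicate 4 has the highest list level, at 0.76, and NTC ASO replicate 1 the next, at 0.36.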

**Fig. 1:**
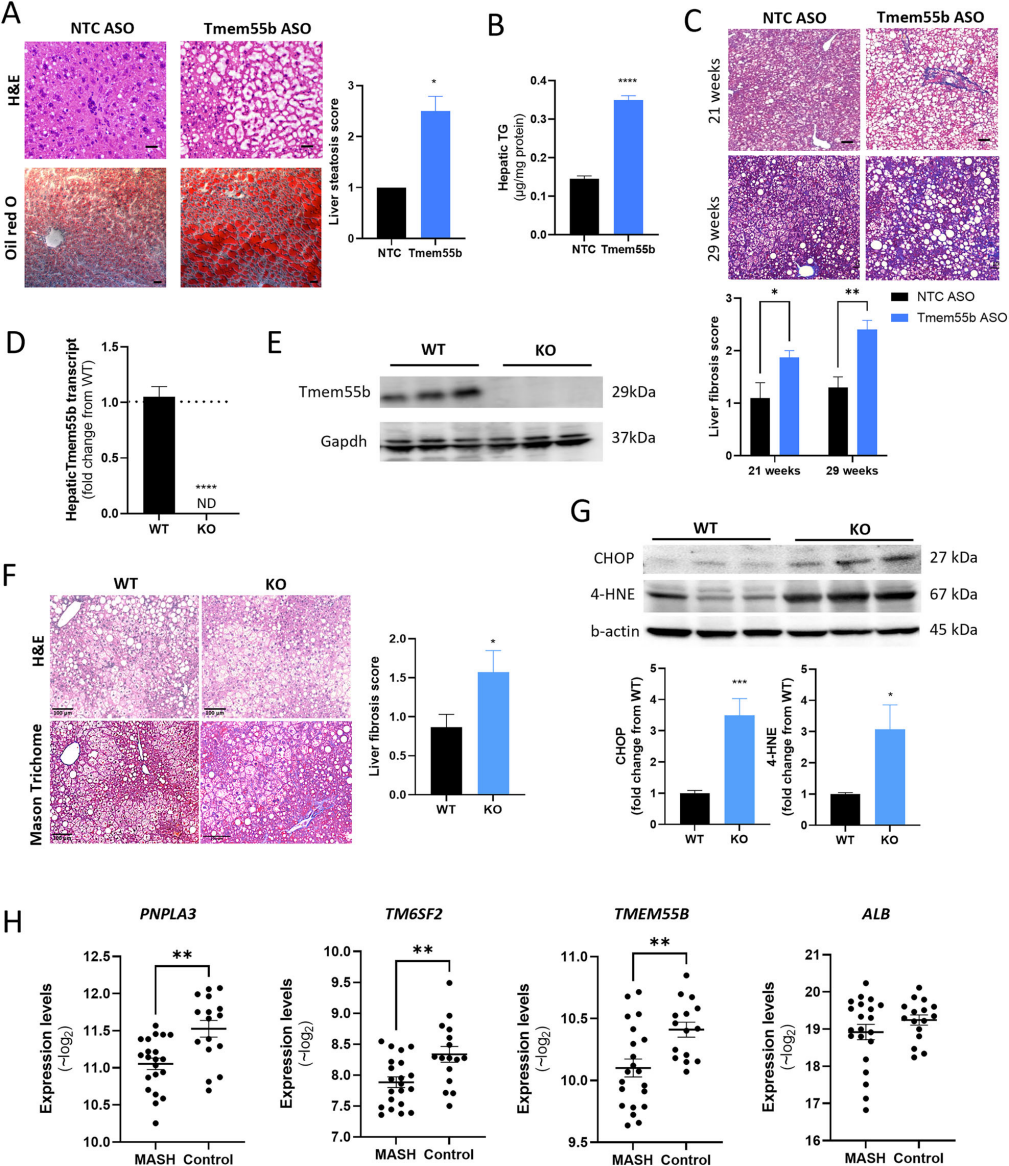
Loss of Tmem55b led to hepatic lipid accumulation and MASH development. Six-week old male C57BL/6 J mice were treated with an ASO against *Tmem55b* (Tmem55b-ASO) or a non-targeting control (NTC) at a dose of 25 mg/kg body weight/week and fed a Western diet (0.2% cholesterol, 42% fat) for 6 weeks. **A** Liver tissues were stained with Oil Red O and H&E (Scale bars = 10 µm), *N* = 2 NTC ASO, N = 4 *Tmem55b* ASO. **B** Triglyceride levels were measured in lipid extracted from the livers following Folch method, *N* = 4/ASO treatment. **C** Male C57BL/6 J mice were treated with *Tmem55b*-ASO or NTC-ASO and fed Western diet for 21 or 29 weeks. Mouse liver was stained with Masson Trichrome. Liver fibrosis was assessed by a blinded pathologist (*N* = 5 NTC ASO, *N* = 10 *Tmem55b* ASO). **D** Hepatic *Tmem55b* transcript and **E** protein levels were quantified by western blot in wildtype (WT) and *Tmem55b* KO mice(*N* = 6/genotype). Six-week-old male WT and *Tmem55b* KO mice were fed GAN diet for 12 weeks. **F** Male mouse liver was stained with H&E and Masson Trichrome. Liver fibrosis was assessed by a blinded pathologist (Scale bars=100 µm) (*N* = 7 WT, *N* = 11 KO). **G** CHOP and 4-HNE protein levels were detected by immunoblot in mouse liver tissues and quantified with Image J, *N* = 9/genotype. For animal studies, quantified results are presented as mean ± s.e.m. Representative images are shown here. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 vs. NTC ASO or WT by one-way ANOVA or Student’s *t*-test. **H** *TM6SF2*, *PNPLA3, TMEM55B*, and *ALB* transcript levels in iPSC-Heps from NASH cases (*n* = 21) and controls (*n* = 15) quantified by RNAseq. Variance stabilized (~log2) values were calculated in DESeq and plotted. **p < 0.005. ASO antisense oligonucleotides, NTC non-target control, TMEM55B transmembrane protein 55B, Gapdh glyceraldehyde-3-phosphate dehydrogenase, CHOP C/EBP homologous protein, 4-HNE 4-hydroxynonenal, PNPLA3 patatin-like phospholipase domain-containing protein 3; TM6SF2 transmembrane 6 superfamily member 2, ALB albumin.

We also created a *Tmem55b* knockout (KO) mouse (Supplementary Fig. S1E) and confirmed the absence of hepatic *Tmem55b* transcript and protein (Fig. 1D, E). Mice were fed a GAN diet starting at 6 weeks old for 12 weeks (Supplementary Fig. S1F). Compared to *Tmem55b* flox/flox (e.g., wildtype allele, WT) littermates, both male and female *Tmem55b* KO mice had significantly increased liver fibrosis (p < 0.05) (Fig. 1F, Supplementary Fig. S2A). Male *Tmem55b* KO mice had increased liver weight (p < 0.01) and trends of greater plasma ALT and hepatocyte ballooning (Supplementary Fig. S2B). *Tmem55b* KO livers from female mice had 3-fold greater levels of ER and oxidative stress markers (Fig. 1G). Male and female *Tmem55b* KO mice had increased plasma total cholesterol and non-HDL cholesterol (Supplementary Fig. S3), consistent with previously published effects of *Tmem55b* knockdown [14].

### *TMEM55B* levels are lower in iPSC-derived hepatocyte-like cells from MASH patients compared to healthy controls

Transcript differences detected in livers from MASLD cases compared to healthy controls may be a consequence of, rather than a cause of, the disease. In contrast, differences observed in induced pluripotent stem cell-derived hepatocyte-like cells (iPSC-Heps) may reflect genetic contributors to disease. Using RNAseq data (GEO# GSE138312) from a previously described cohort of iPSC-Heps from MASH cases and healthy controls [15], we found that iPSC-Heps from MASH cases had lower levels of *PNPLA3* and *TM6SF2* (Fig. 1H), which contain loss-of-function alleles that promote MASH development [16, 17]. Similar levels of albumin (*ALB*), a hepatocyte-specific gene, indicative of equivalent differentiation efficiency, were observed between the two groups. Importantly, we found reduced *TMEM55B* transcript levels in the MASH iPSC-Heps (P < 0.01, Fig. 1H).

### *TMEM55B* knockdown impairs lysosomal activity and decreases autophagy

TMEM55B is a transmembrane protein located on late endosomes and lysosomes [18]. We previously reported that *TMEM55B* knockdown in HepG2 cells increased levels of the lysosome marker LAMP1 (lysosome-associated protein 1) and caused lysosomal clustering in the perinuclear region upon fatty acid exposure [14]. Here, we extend these observations to primary murine hepatocytes from *Tmem55b* KO mice. After incubation with 1 mM oleate for 1 hour, lysosomal volume was higher and lysosomal track length and duration were reduced in hepatocytes from *Tmem55b* KO mice, while lysosome number remained unchanged compared to WT mice (Fig. 2A**)**. Similar effects were observed upon *TMEM55B* knockdown in HepG2 cells, indicating decreased lysosome mobility (Supplementary Fig. S4A–C). *Tmem55b* KO mouse hepatocytes showed a 29% decrease (*p* < 0.01) of lysosome acid lipase activity (Fig. 2B), the enzyme responsible for hydrolyzing lysosomal triglycerides for the release of free fatty acids [19]. Reflecting this reduction in lipase activity, we observed lower hepatic free fatty acid levels after *Tmem55b* ASO-mediated knockdown (Fig. 2C). *TMEM55B* knockdown had no effect on cytosolic lipase activity in human hepatoma cell lines (Supplementary Fig. S4D). Given the importance of lysosome function in autophagy, we tested whether generalized markers of autophagy were impacted by TMEM55B. *Tmem55b* KO animals had greater hepatic LC3B-II levels (*P* < 0.0001), LC3B-II/I ratio (*P* < 0.05), and p62 levels (*P* < 0.01) compared to WT littermate controls (Fig. 2D), all indicative of reduced autophagic flux. In addition, *TMEM55B* knockdown with or without Bafilomycin A-treated HepG2 cells also led to an increased LC3B-II/I ratio (Supplementary Fig. S4E). Together, these findings suggest that loss of TMEM55B reduces lysosomal activity and impairs autophagy.

**Fig. 2:**
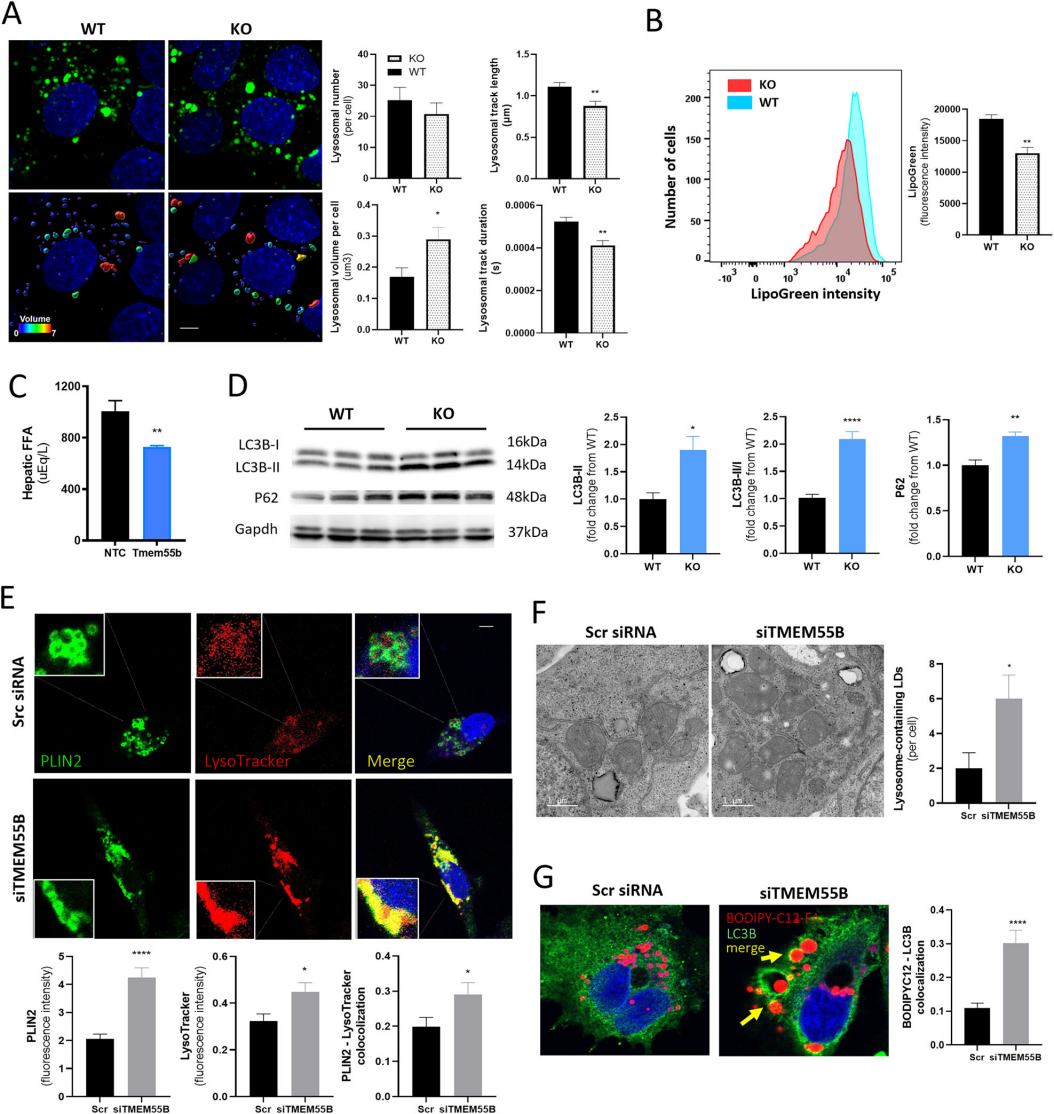
The effect of Tmem55b deficiency on lysosomes and autophagy. **A** Primary hepatocytes were isolated from one *Tmem55b* KO and one WT male littermate and treated with 1 mM oleate for 1 hour, stained with LysoTracker, and imaged on a Nikon spinning disk confocal microscope at 100X (Scale bars = 5 µm). For analysis of lysosome volume, lysosomes were subjected to surface reconstruction in Imaris, and automated segmentation by color-coding based on the volume of the connected components was used for 3D surface rendering of lysosomes (bottom panels). Representative images are shown. Six non-overlapping images were acquired/genotype and quantified. **B** Lysosomal acid lipase activity was measured on the BD LSRFortessa Cell Analyzer in mouse primary hepatocytes from *Tmem55b* KO and WT male littermates, *N* = 2/genotype. **C** Six-week-old male C57BL/6J mice were treated with an ASO against *Tmem55b* or NTC at a dose of 25 mg/kg body weight/week and fed a Western diet (0.2% cholesterol, 42% fat) for 6 weeks. Free fatty acid levels were measured in the liver tissue lysate, *N* = 8/ASO treatment. **D** Six-week-old male WT and *Tmem55b* KO mice were fed a GAN diet for 12 weeks, and p62 and LC3B-I and II protein levels were detected by immunoblot in mouse liver tissues and quantified with Image J, *N* = 6/genotype. **E** HepG2 cells were transfected with *TMEM55B* or Scr siRNAs. After 48 hr, HepG2 cells were labeled with anti-PLIN2 and LysoTracker and examined by confocal microscopy (63X, scale bars = 10 µm), *N* = 30 cells Scr siRNA, *N* = 33 cells *TMEM55B* siRNA. **F** Electron micrographs of HepG2 cells showing lysosome-containing lipid droplets (LDs) with *TMEM55B* knockdown (63X, scale bars=10 µm), *N* = 5 images Scr siRNA, *n* = 6 images *TMEM55B* siRNA. **G** HepG2 cells were transfected with *TMEM55B* or Scr siRNAs. After transfection, HepG2 cells were incubated with 1 µm of red BODIPY™ 558/568 C12-FA overnight, stained with anti-LC3B antibody and subsequently Goat anti-rabbit IgG H&L, and examined by confocal microscopy. *N* = 33 cells Scr siRNA, *N* = 37 cells *TMEM55B* siRNA. Representative images shown. Fluorescence was quantified on the BD LSRFortessa Cell Analyzer as the median fluorescence values of 10,000 gated events. Results are presented as mean ± s.e.m. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 vs. Scr siRNA or WT by Student’s *t*-test. WT wildtype Tmem55b fl/fl mice, KO Tmem55b whole-body knockout mice, ASO antisense oligonucleotides, NTC non-target control, LC3B Microtubule-Associated Protein 1 Light Chain 3 Beta, Gapdh glyceraldehyde-3-phosphate dehydrogenase, Scr siRNA scramble small interfering RNA, LDs lipid droplets, FA fatty acid.

### Loss of TMEM55B promotes incomplete lipophagy

To further examine lipophagy, we tested the effect of *TMEM55B* knockdown on lysosomes and lipid droplets colocalization. In the control treated cells, the lipid droplet marker perilipin-2 (PLIN2) [20], revealed distinct circles around the periphery of lipid droplets (Fig. 2E). Upon *TMEM55B* knockdown, PLIN2 levels were increased, the peripheral circular structure was lost, and there was greater colocalization with lysosomes (1.5-fold, *p* < 0.05, Fig. 2E), indicative of the formation of lipid-filled lysosomes (aka lipolysosomes) [21]. Similar results were observed after an oleate challenge (Supplementary Fig. S4F). We confirmed this increase in lysosomal lipid accumulation (Supplementary Fig. S4G, S4H) by incubating cells with BODIPY-labeled C12-FA or C16-FA and staining with lysosome-associated membrane protein 1 (LAMP1) or LysoTracker. *TMEM55B* knockdown increased lysosome intensity levels (1.2-fold, *p* < 0.01) and colocalization of neutral lipids and lysosomes (1.5-fold, p < 0.001, Supplementary Fig. S4G, S4H). Increased lipolysosome formation with TMEM55B knockdown was confirmed in HepG2 cells using electron microscopy (Fig. 2F). We also observed changes in lipolysosome positioning. Lipolysosomes appeared primarily at the cell periphery in control cells (Supplementary Fig. S4G), versus within the perinuclear region after *TMEM55B* knockdown. Lastly, *TMEM55B* knockdown led to greater colocalization of C12-FA to LC3B (Fig. 2G). These findings indicate that loss of TMEM55B leads to greater interactions between the lipid droplet, autophagosome, and lysosome, which would typically suggest increased lipophagy. However, as this conclusion contradicts our observations of impaired lysosomal activity and autophagy, we further examined lipophagic flux.

Lipophagy is a multi-step process where lipid droplets are first engulfed by autophagosomes, fused with lysosomes, and degraded, and the resulting free fatty acids are trafficked to mitochondria for β-oxidation [22], as well as lipid droplets [23] or the outside of the cell [24]. We tested whether loss of *TMEM55B* impacts fatty acid mobilization and trafficking between mitochondria, lipid droplets, and lysosomes, using pulse-chase assays. After transfection, HepG2 cells were incubated with 2 µM BODIPY C12-FA for 16 hours to allow incorporation into neutral lipids and storage within lipid droplets, and chased with substrate-limited DMEM for 24 hours after which cells were labeled with markers for lipid droplets, lysosomes, or mitochondria (Fig. 3A, Supplementary Fig. S5A). After the 16-hour pulse (Hr 0 of chase), *TMEM55B* knockdown led to greater localization of C12-FA to lysosomes (2-fold, *p* < 0.0001, Fig. 3B, C) and lipid droplets (1.4-fold, *p* < 0.0001, Supplementary Fig. S5B), consistent with our prior observations of enlarged lipid-filled lysosomes (Fig. 2E, F, Supplementary Fig. S4G). In the control cells, after the 24-hour chase of substrate-limited media, C12-FA colocalization to lysosomes and mitochondria was increased, consistent with the known cellular response of increased fatty acid β-oxidation during starvation [25]. In addition, there was greater C12-FA colocalization to lipid droplets (Supplementary Fig. S5B), a widely reported paradoxical characteristic of hepatocytes in response to starvation [26]. However, after the 24-hour chase, *TMEM55B* knockdown led to significantly greater C12-FA colocalization to mitochondria (1.5-fold, *p* < 0.0001, Fig. 3B, D), and reduced colocalization to lysosomes (1.5-fold, *P* < 0.0001, Fig. 3B, C). As the loss of Tmem55b reduces lysosomal acid lipase activity (Fig. 2B), the increased C12-FA containing particles delivered to mitochondria may include partially digested lipids and free fatty acids.

**Fig. 3:**
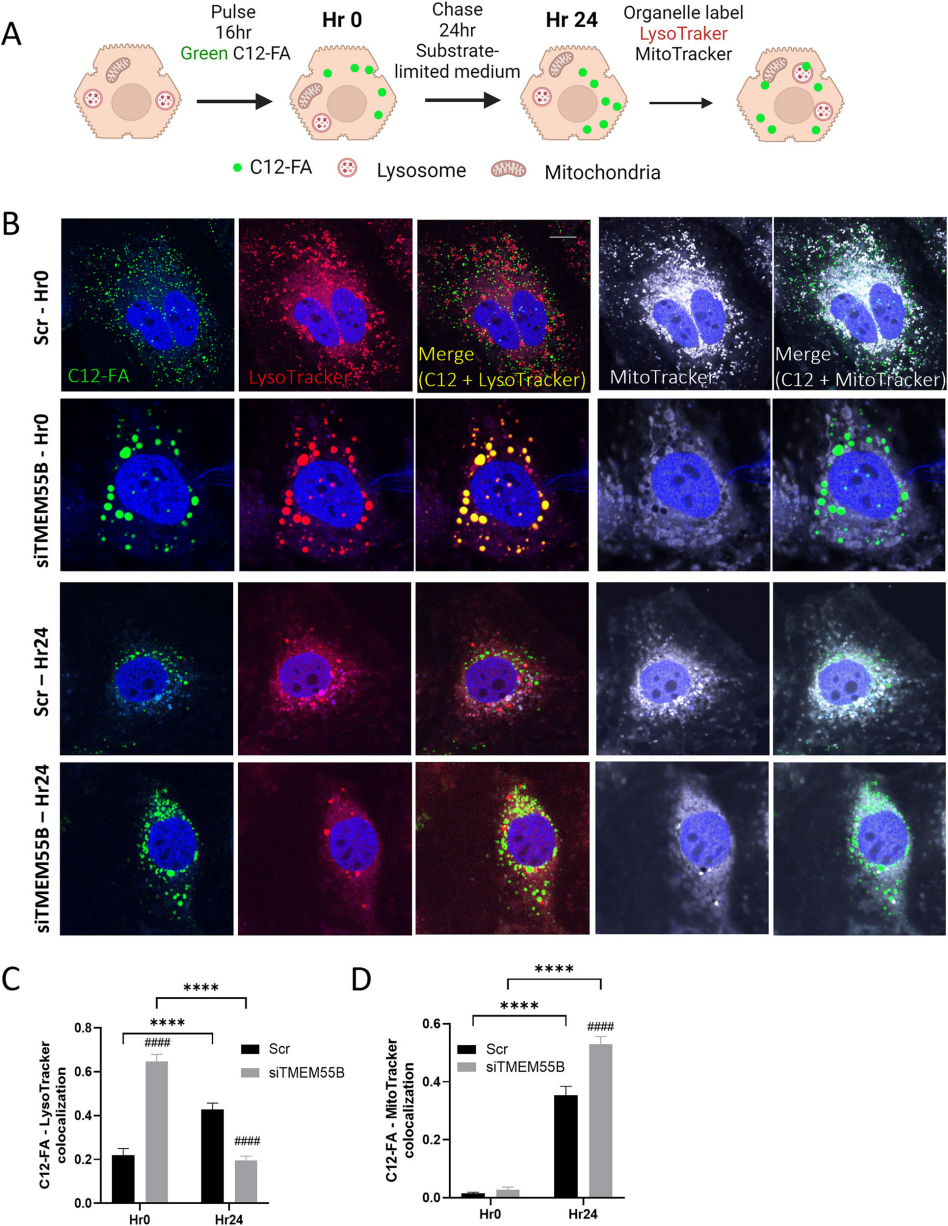
Elevated autophagy flux by *TMEM55B* knockdown increased lysosomal fatty acid release to mitochondria. **A** Schematic representation of the FA pulse-chase assays. HepG2 cells were transfected with *TMEM55B* and Scr siRNAs, pulsed with Green C12-FA (2 µM) for 16 hours, washed, and chased with substrate-limited DMEM supplemented with 0.5 mM of glucose, 1 mM of glutamine, 0.5 mM of carnitine, and 1% FBS for 24 hours. Cells were then labeled with LysoTracker Red (shown as Red), and MitoTracker Deep Red (shown as white), and imaged with Zeiss 710 confocal microscope at 63X (Scale bars=10 µm) **B** Representative images. **C** Quantification of C12-FA localization to lysosomes before (Hr0) and after (Hr24) the chase. **D** Quantification of C12-FA localization to mitochondria before (Hr0) and after (Hr24) the chase. *N* = 67 cells Scr siRNA, *N* = 69 cells *TMEM55B* siRNA at Hr0; *N* = 93 cells Scr siRNA, *N* = 79 cells *TMEM55B* siRNA at Hr24. Results are presented as mean ± s.e.m. **p < 0.01, ****p < 0.0001 vs Hr0; ###*p* < 0.001, ####*p* < 0.0001 vs Scr by two-way ANOVA. Scr siRNA scramble small interfering RNA, LDs lipid droplets, FA fatty acid.

### *TMEM55B* knockdown prevents mitophagy, leading to mitochondrial dysfunction and oxidative stress

Excessive fatty acid trafficking to mitochondria, particularly in the form of lipid intermediates, can lead to mitochondrial damage [27]; thus, we tested TMEM55B effects on mitochondrial function. Primary hepatocytes from female *Tmem55b* KO mice showed dramatically reduced mitochondrial oxygen consumption rate (OCR) (Fig. 4A) compared to WT littermate controls. Basal respiration, ATP production, maximal respiration, non-mitochondrial respiration, proton leak, and spare capacity were all significantly decreased (Supplementary Fig. S6A). Similar reductions in mitochondrial activity were observed in HepG2 cells with *TMEM55B* knockdown (Fig. 4B, Supplementary Fig. S6B). While the addition of exogenous fatty acids normally increases both basal and maximal OCR, as seen in the control-treated cells, there was no change in OCR upon palmitate addition after *TMEM55B* knockdown (Fig. 4B), even in permeabilized cells (Supplementary Fig. S6C). We observed similar effects in mitochondria isolated from the livers of male mice treated with *Tmem55b* ASO (Supplementary Fig. S6D), which together indicate that loss of TMEM55B prevents utilization of exogenous fatty acid for mitochondrial β-oxidation.

**Fig. 4:**
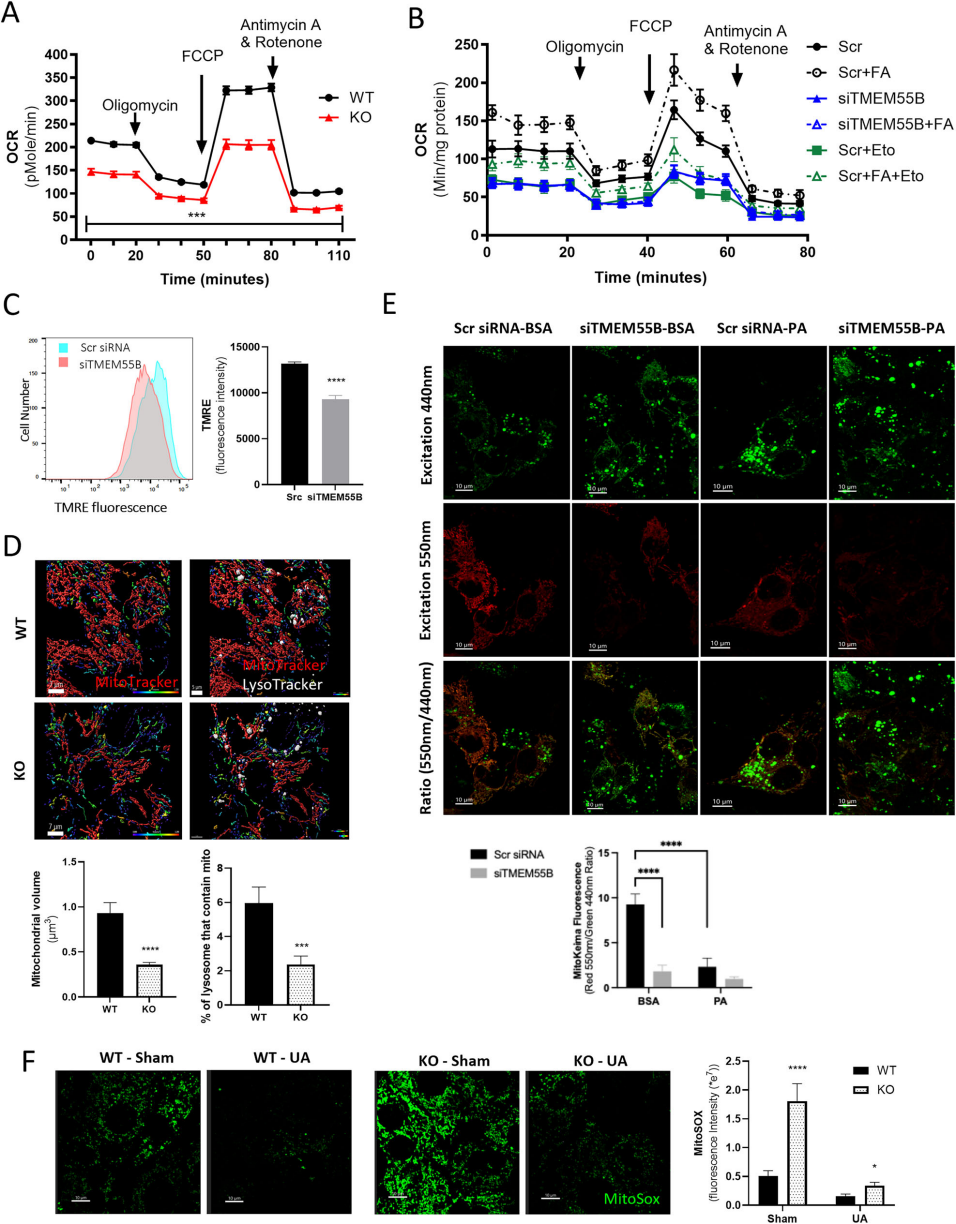
Loss of TMEM55B causes mitochondrial dysfunction, increased oxidative stress, and decreased mitophagy. **A** Oxygen consumption rate (OCR) of primary hepatocytes from one female *Tmem55b* KO (*N* = 32 technical replicates/genotype) and one female WT mouse (*N* = 30 technical replicates). **B** HepG2 cells were transfected with siRNAs targeting *TMEM55B* or scrambled siRNA and OCR was measured by Seahorse XF Analyzer with and without 0.125 mM palmitic acid (FA) and/or 40 µM etomoxir (Eto), *N* = 6 technical replicates/siRNA. **C** siRNA-transfected HepG2 cells were incubated with 50 nM TMRE for 25 minutes to stain mitochondrial membrane potential, and fluorescence was quantified in 10,000 gated events on the BD LSRFortessa Cell Analyzer. N = 5 technical replicates Scr siRNA, N = 12 technical replicates *TMEM55B* siRNA. **D** Primary hepatocytes were isolated from one male WT and one male *Tmem55b* KO mouse, incubated with MitoTracker Deep Red (shown as red) and LysoTracker Red DND-99 (shown as white), and visualized using live cell imaging on a Nikon spinning disk confocal microscope at 100X (Scale bars=7 µm). In these images, red indicates healthy mitochondria, while unhealthy mitochondria are observed as blue or purple. Images were subjected to Gaussian filtering and background subtraction in Imaris v9.6. Mitochondria were subjected to surface reconstruction in Imaris, and automated segmentation by color-coding based on the volume of the connected components was used for 3D surface rendering of mitochondria. Non-overlapping images from WT (*N* = 13) and KO (*N* = 19) were quantified. **E** HepG2 cells were transfected with MitoKeima plasmid and siRNAs targeting *TMEM55B* or scramble siRNA (Scr) using the AMAXA Nucleofector. After 48 hours, cells were treated with BSA or 1 mM PA for 1 hour and imaged and quantified on a Nikon spinning disk confocal microscope at 60X. N = 5 images/siRNA. **F** Primary hepatocytes from one female *Tmem55b* KO and one WT mouse were treated with DMSO (sham) or 20uM Urolithin A (UA) for 16 hours, followed by 1 mM palmitate (PA) for 1 hour. Cells were then incubated with 5 µM MitoSox and imaged at 60X on Nikon spinning disk confocal microscope. *N* = 5 non-overlapping images/genotype (Scale bars=10 µm). Representative images are shown. Results are presented as mean ± s.e.m. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 vs. Scr or WT by Student’s *t*-test or 2-way ANOVA. WT wildtype Tmem55b fl/fl mice, KO Tmem55b whole-body knockout mice, Scr siRNA scramble small interfering RNA, FA fatty acid, ETO etomoxir,TMRE Tetramethylrhodamine ethyl ester, BSA bovine serum albumin, PA palmitate, DMSO dimethyl sulfoxide, UA urolithin a.

To determine whether the reduction in mitochondrial fatty acid β-oxidation could be due to impaired mitochondrial function or/and reduced levels of mitochondria, we evaluated the effects of *TMEM55B* knockdown on mitochondrial membrane potential, essential for the production of ATP [28]. *TMEM55B* knockdown reduced TMRE (tetramethylrhodamine ethyl ester, a dye that accumulates only in the membrane of active mitochondria) levels by 35% in HepG2 cells (*p* < 0.05, Fig. 4C). We also observed reduced mitochondrial volume by 61% with 3D-live cell imaging using MitoTracker Deep Red in primary hepatocytes from male *Tmem55b* KO mice and WT controls (*p* < 0.0001, Fig. 4D), and decreased mitochondria intensity by 42% in HepG2 cells stained with MitoGreen (*p* < 0.001, Supplementary Fig. S6E). Using live cell imaging with 3D reconstruction, we observed highly fragmented mitochondrial networks, a sign of mitochondria dysfunction [29], in primary hepatocytes from *Tmem55b* KO mice (Fig. 4D). *Tmem55b* KO led to a significantly lower percentage of lysosomes containing mitochondria (*p* < 0.001, Fig. 4D), while knockdown caused a 28% decrease in LC3B and MitoTracker colocalization (*p* < 0.05, Supplementary Fig. S6F), indicative of impaired mitophagy. We confirmed that *TMEM55B* knockdown led to a drastic (>80%) reduction in mitophagy using the MT-mKeima-Red assay to directly visualize mitophagy (*p* < 0.0001, Fig. 4E, Supplementary Fig. 7).

Mitochondrial damage often leads to oxidative stress, and not surprisingly, *TMEM55B* knockdown led to significantly higher levels of oxidative stress using a generalized measure of oxidative stress and specific measures of mitochondrial oxidative stress (Supplementary Fig. S6G, S6H). Importantly, palmitate (1 mM) induced significantly higher mitochondria and total cellular oxidative stress *Tmem55b* KO primary hepatocytes compared to WT (Fig. 4F, Supplementary Fig. S6H, S6I), an effect that was mitigated upon incubation with 20 µM urolithin A, which stimulates mitophagy and maintains mitochondrial function [30, 31]. Together, these findings suggest that loss of *TMEM55B* results in mitochondrial dysfunction through impaired mitophagy.

### *TMEM55B* knockdown increases FA uptake and causes cellular steatosis through lysosome positioning

Given the inability of cells to utilize exogenous FA for mitochondrial β-oxidation in the absence of TMEM55B, we tested whether there were defects in FA uptake. There was a greater FA uptake after *Tmem55b* KO in primary murine hepatocytes and *TMEM55B* knockdown in HepG2 cells after incubation with BODIPY-C12 for 30 minutes (Fig. 5A, B). *TMEM55B* knockdown led to greater number and volume/cell of FA containing particles, as well as reduced motility and track length of these particles (Fig. 5C). Notably, exogenous fatty acids appeared to have greater trafficking to the mitochondria as there was a 1.5-fold increase in FA-mitochondria colocalization (*p* < 0.05, Fig. 5C). There were no differences in protein levels of CD36, a FA transporter, in the livers between ASO-*Tmem55b* and ASO-NTC treated male or female mice (Supplementary Fig. S8A).

**Fig. 5:**
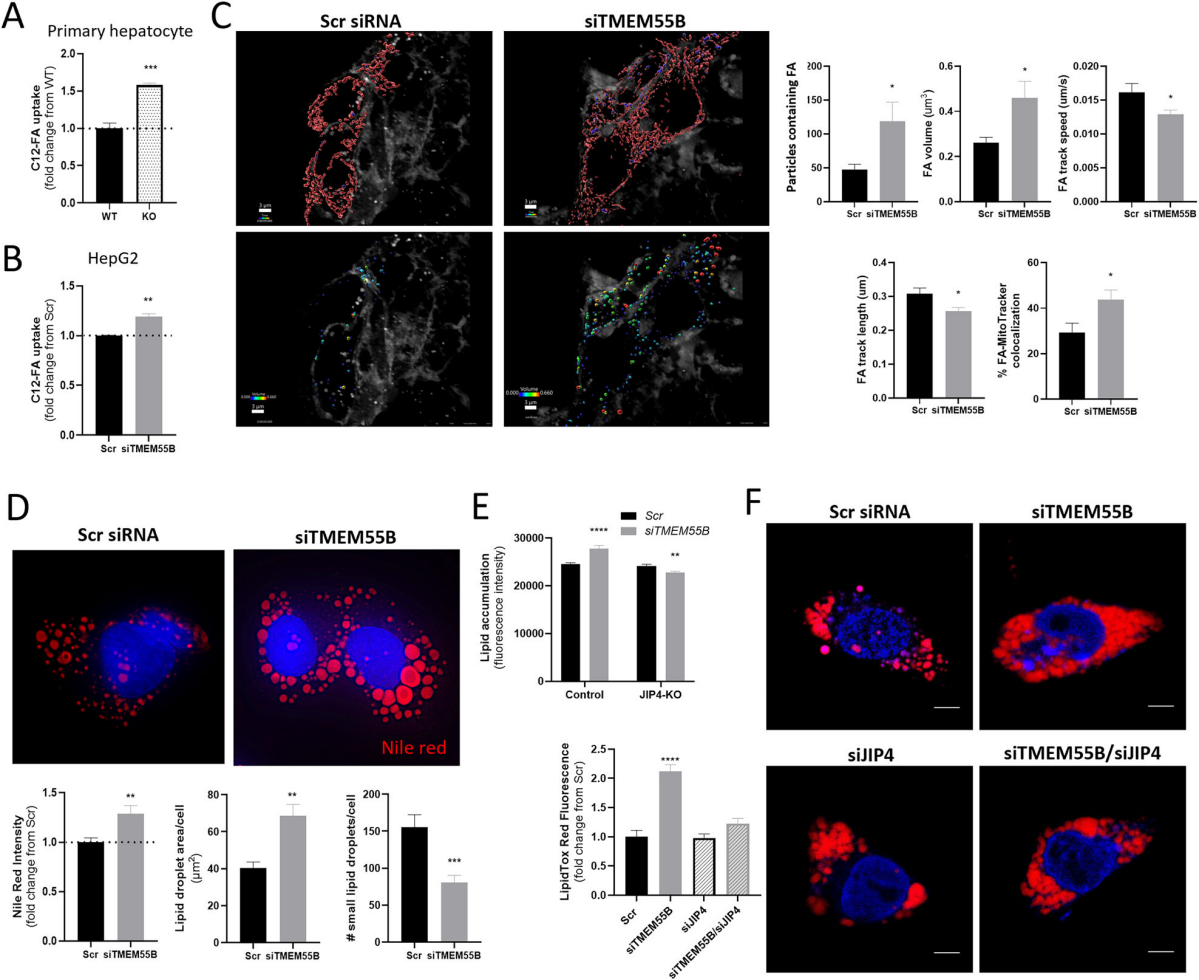
*Tmem55b* knockdown regulates cellular lipids through the lysosome position. **A** Primary hepatocytes isolated from one male *Tmem55b* KO and one male WT mouse were incubated with 2 µm BODIPY C12-FA for 30 min, and fluorescence was quantified by the BD LSRFortessa Cell Analyzer in 10,000 gated events, N = 4 technical replicates/genotype. **B** HepG2 cells were transfected with siRNA targeting *TMEM55B* or a scrambled control, and after 48 hr treated with 2 µm BODIPY C12-FA for 30 mins. Fluorescence was quantified by flow cytometry as described above, *N* = 3 technical replicates/treatment. **C** Transfected HepG2 cells were incubated with 2 µm BODIPY C12-FA for 30 mins before live cell imaging with Nikon spinning disk confocal microscope at 100X (Scale bars=3 µm), *N* = 10 non-overlapping images Scr siRNA, *N* = 12 images *TMEM55B* siRNA. Mitochondria and FAs were subjected to surface reconstruction in Imaris. Volume of FA containing particles is indicated by color. **D** Huh7 cells were transfected with *TMEM55B* and Scr siRNAs, incubated with 1 mM oleate for 24 hr, stained with Nile red, and visualized using confocal microscopy (Scale bars=10 µm), *N* = 10 cells Scr siRNA, *N* = 15 cells *siTMEM55B* siRNA. **E** Control and *JIP4*-knockout (KO) HepG2 cells were transfected with siRNAs targeting *TMEM55B* or scrambled control, incubated with 200 ng/ml BODIPY493/503, and the fluorescence was quantified by the BD LSRFortessa Cell Analyzer in 10,000 gated events, *N* = 4 technical replicates/siRNA. **F** HepG2 cells were transfected with siRNAs targeting *TMEM55B* (*siTMEM55B*) or JIP4 (siJIP4) individually or together, or a scrambled control siRNA. After 48 hours, cells were incubated with 1 mM oleate for 24 hours, stained with LipidTOX Red, and imaged with Zeiss 710 confocal microscope at 63X (Scale bars=10 µm), *N* = 32 cells Scr siRNA, N = 59 cells *TMEM55B* siRNA, *N* = 44 cells JIP4 siRNA, *N* = 41 cells *TMEM55B/JIP4* siRNAs. Representative images are shown. Results are presented as mean ± s.e.m. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 vs. Scr by Student’s *t*-test. WT wildtype Tmem55b fl/fl mice, KO Tmem55b whole-body knockout mice, Scr siRNA scramble small interfering RNA, JIP4 C-Jun-amino-terminal kinase-interacting protein 4, also known as SPAG9.

The lack of *Tmem55b* led to hepatic steatosis in vivo (Fig. 1A–C), an effect we confirmed after *TMEM55B* knock-down in Huh7 cells (Supplementary Fig. S8B), incubated with 1 mM oleic acid and stained cells with Nile Red, a neutral lipid dye. After 24 hours there was 29% greater Nile red staining, 70% larger lipid droplet area per cell (*p* < 0.01, Fig. 5D), and fewer smaller lipid droplets with *TMEM55B* knockdown (*p* < 0.001, Fig. 5D), which is consistent with reports that only smaller lipid droplets can be engulfed by lysosomes through lipophagy [32]. Similar effects were observed in HepG2 cells incubated with BODIPY C12-FA (Supplementary Fig. S8C, S8D) and in *Tmem55b* KO primary murine hepatocytes, an effect that was enhanced after incubation with 1 mM palmitate and partially rescued with urolithin A (Supplementary Fig. S8E).

Given the role of TMEM55B in lysosome motility [12, 14, 33], which we confirmed here in HepG2 cells (Supplementary Fig. S4C), we tested whether the observed cellular steatosis was dependent on the ability of TMEM55B to modulate lysosome movement. TMEM55B enables lysosome transport by recruiting JIP4, a dynein scaffold, to the lysosome [12]. We created a HepG2 *JIP4* knockout (KO) cell line using CRISPR-Cas9, which led to an 86% reduction in *JIP4* transcript levels compared to HepG2 cells treated with a non-targeting control (NTC) gRNA (Supplementary Fig. S8F). While *TMEM55B* knockdown led to increased lipid accumulation in the NTC gRNA-treated cells incubated with BODIPY C12-FA for 24 hours, this increase was not observed in the *JIP4*-KO cell line (Fig. 5E). A similar lack of lipid accumulation was also seen after *TMEM55B/JIP4* siRNA-mediated double knockdown in HepG2 cells using confocal microscope and flow cytometry (Fig. 5F, Supplementary Fig. S8G)

## Discussion

In this study, we defined a new role for TMEM55B in mediating lipid metabolism and promoting the development of MASLD through impaired selective autophagy. First, we discovered that loss of hepatic TMEM55B led to excess hepatic lipid accumulation and greater development of fibrosis in murine *Tmem55b* knockdown and KO mouse models. These findings were consistent with our observations that iPSC-derived hepatocyte-like cells from MASH patients had reduced *TMEM55B* transcript levels compared to healthy controls. Second, to investigate the mechanism by which TMEM55B deficiency accelerates MASLD onset and progression to MASH, we performed a series of ex vivo and in vitro studies which support the model that by preventing binding with the adaptor protein JIP4, responsible for facilitating lysosome movement, loss of TMEM55B increased incomplete lipophagic flux and promoted delivery of FA-containing particles to mitochondria, resulting in mitochondrial damage. This effect is exacerbated by impaired mitophagy, which disrupts overall mitochondrial health, leading to reduced FA β-oxidation and increased oxidative and ER stress. Together, these findings demonstrate how impaired lysosome trafficking can trigger a cascade of metabolic defects via disruptions in lipophagy and mitophagy, resulting in the development of MASLD/MASH.

### Absence of TMEM55B disrupts lipophagic flux and mitophagy

Lysosomes normally fuse with endosomes or autophagosomes in the perinuclear region [34], after which lysosomal hydrolytic enzymes degrade the cargo [35]. We previously reported that in human hepatoma cell lines incubated with oleic acid, *TMEM55B* knockdown led to enlarged perinuclear lysosomes [14]. Here, we show that these lysosomes are filled with lipids. Lipolysosome formation could be attributed to increased delivery of lipids to the lysosome, impaired degradative activity within the lysosome, and/or impaired release of lysosomal contents. Loss of TMEM55B led to greater colocalization of lipids with LC3B, consistent with increased macrolipophagy, an autophagosome-mediated process [36], as well as greater colocalization and direct contacts between lipid droplets and lysosomes, indicative of greater microlipophagy, an autophagosome-independent process of direct lipid extrusion from lipid droplets to lysosomes [37]. We also observed reduced lysosomal acid lipase activity, the enzyme that degrades triglycerides into free fatty acids [19], suggesting that impaired lysosomal function also contributes to lipolysosome formation. Our pulse-chase assays demonstrated greater movement of C12-FA-containing particles from the lysosome to the mitochondria. As TMEM55B is critical for the repair of lysosomes [38], this trafficking may be attributed to dysfunctional lysosomes, allowing the release of partially degraded lipid intermediates instead of free fatty acids. These findings suggest that despite increased lipid delivery to the lysosome, impaired lysosomal acid lipase activity upon loss of TMEM55B disrupts lipophagic flux.

Loss of TMEM55B reduced the number and size of mitochondria, generated fragmented mitochondrial networks, decreased mitochondrial membrane potential, and dramatically diminished mitochondrial β-oxidation activity. This is likely due to both increased mitochondrial damage as well as reduced repair. Our findings suggest that TMEM55B knockdown/knockout leads to the delivery of partially degraded lipids (and potentially toxic lipid intermediates) to mitochondria, which can cause mitochondrial damage [39, 40]. These damaged mitochondria cannot be efficiently removed due to the impairment of mitophagy. While the loss of TMEM55B appears to disrupt lipophagy at the point of degradation within the lysosome, mitophagy appears to be inhibited at a much earlier stage based on reduced interactions between mitochondria with autophagosomes or lysosomes. Urolithin A, which promotes mitophagy through the recruitment of autophagosomes to mitochondria [41], was able to rescue the increase in palmitate-induced mitochondrial oxidative stress and lipid accumulation observed in the absence of TMEM55B.

It is notable that TMEM55B knockdown decreases LC3B-mitochondrial colocalization, while simultaneously increasing LC3B colocalization with lipid droplets. Although the mechanism underlying this shift in autophagosome targeting is unclear, TMEM55B depletion has been reported to mimic a fasted state [13]. Under these conditions, cells may prioritize mobilization of free fatty acids from lipid droplets to meet immediate energy demands, leading to preferential autophagosome engagement with lipid droplets over damaged mitochondria. However, since loss of TMEM55B also impairs lipophagic flux, this could hinder recycling of autophagy machinery (including the lysosome) and reduce the availability of autophagosomes to target mitochondria. This possibility is consistent with the known role of TMEM55B as a molecular sensor that links autophagic flux and lysosomal repair during oxidative stress [38].

### Contextualizing TMEM55B effects in human disease

Our finding that loss of TMEM55B disrupts lipophagic flux and mitophagy and promotes MASLD is consistent with their established roles in MASLD. However, our observations highlight the importance of monitoring the entire lipophagic process, and not discrete measures. As the absence of TMEM55B increases lipid droplet-lysosome colocalization and causes greater delivery of FA-containing particles first to the lysosome and subsequently to the mitochondria, these results could be interpreted as increased lipophagy, which should be protective against MASLD. However, due to the impaired ability of lysosomes to degrade lipid cargo, TMEM55B knockdown/knockout ultimately causes lipid accumulation and promotes MASLD. Notably, excess lipolysosomes have been documented in MASLD patients [21, 42], where lipolysosome formation is positively correlated with the MASLD activity score and fibrosis stage [43]. The impact of TMEM55B loss on MASLD is further promoted by the disruptions in mitophagy, leading to severely disrupted mitochondrial networks, ultimately causing oxidative and ER stress. Stimulating mitophagy was able to reverse FA-induced oxidative stress seen with loss of TMEM55B, underscoring the likelihood that the more severe MASH observed in our murine models of *Tmem55b* knockdown and KO is attributed to impaired mitochondrial health [44–46].

TMEM55B impacts cellular processes that are critical for many aspects of human health beyond MASLD. For example, lipolysosomes formation, accumulation of partially degraded lipids, and impaired mitochondrial turnover are features associated with lysosomal lipid storage, neurodegenerative, and atherosclerotic diseases, and TMEM55B-mediated disruptions in autophagy and mitochondrial quality control could contribute to the pathophysiology of these conditions. Given our prior findings that loss of TMEM55B increases plasma non-HDL cholesterol [14, 47], these effects may act synergistically to promote atherosclerosis. Thus, TMEM55B may represent a broader regulatory node linking lipid metabolism, autophagic flux, and organelle homeostasis in diverse pathologic settings.

## Conclusion

Here, we demonstrate that loss of *TMEM55B* led to MASLD onset and progression to MASH through impaired lipophagic flux and mitophagy. Our findings suggest that when mitochondrial function is impaired, increased delivery of lipids to the lysosome promotes rather than ameliorates MASLD. These findings illustrate the importance of maintaining mitochondrial function and querying the entire lipophagic pathway when evaluating MASLD therapeutic strategy.

## Materials and methods

Detailed Materials and Methods are available in the Supplemental Materials.

### Quantitative real-time PCR

All assays were performed in triplicate using 100 ng cDNA on an ABI PRISM 7900 Sequence Detection System using TaqMan and SYBR Green qPCR assays.

### Western blot analyses

Protein expression levels were measured by immunoblot as described [14].

### Cell culture and transfections

Cell culture and transfection were performed as previously described [14].

### Flow cytometry

For all assays, fluorescence intensity was quantified by the BD LSRFortessa™ Cell Analyzer as the median fluorescence values of 10,000 gated events.

### Fluorescent FA Pulse-Chase

Cells were incubated with 1 mM BODIPY 558/568 C12 (Red C12, D3835, Invitrogen) or 2 mM BODIPY FL C12 (Green, D3822, Invitrogen) in duplicate wells. After 16 hr, one well was collected as timepoint “HR 0” and the other was chased with DMEM and collected after 24 hr as timepoint “HR 24”. Mitochondria were labeled with 100 nM MitoTracker Deep Red FM for 30 min, LDs were labeled with 1 µM BODIPY 493/503 for 30 min, and lysosomes were labeled with 75 nM LysoTracker Red DND-99 for 1 hr. Cells were imaged with the Zeiss LSM 710 by confocal microscopy.

### Live cell imaging

Cells were transfected with mKeima-Red-Mito-7 (Plasmid #56018, Addgene) to monitor mitophagy in live cells. Cells were incubated with 0.2 μM LysoTracker (DND-99, Life Technologies) for 15 min, 1 μM BODIPY C12 (Green, Life Technologies) for 30 minutes, 0.2 μM MitoTracker Deep Red (Life Technologies) for 15 minutes, and 5 µM MitoSOX Green for 10 minutes, and imaged on a spinning disk confocal microscope.

### Measures of mitochondrial function

Mitochondrial oxygen consumption rate (OCR) was measured on a Seahorse Bioscience XFe96 extracellular flux Analyzer as described [48].

### Animal studies

Animal studies were performed with approval from the Institutional Animal Care and Use Committee at the University of California, San Francisco, cared for in accordance to the recommendations of the Panel on Euthanasia of the American Veterinary Medical Association, and housed in AAALAC-accredited facilities. Animal studies comply with the ARRIVE guidelines.

### *Tmem55b* knockout and knockdown mouse models

*Tmem55b* floxed mice were created by inserting *loxP* sites flanking *Tmem55b* exons 1 to 6 in a C57BL6/N background. The *Tmem55b*^*fl/+*^ mice were backcrossed to the C57BL/6 J strain and crossed with Sox-2-Cre mice (Strain #:008454, JAX) to generate *Tmem55b*^*fl/-*^ mice. These mice were intercrossed to generate whole-body *Tmem55b* knockout (KO) and littermate *Tmem55b* flox/flox control (referred to in figures as “wildtype allele” or “WT”). We have previously described an ASO-mediated *Tmem55b* knockdown mouse model [14]. Six-week-old animals were randomly selected for i.p. injection with 25 mg/kg body weight/week of ASO targeting *Tmem55b* or a non-targeting control (Ionis Pharmaceuticals) and fed a GAN Diet (n = 10/treatment). Mouse liver was embedded in Tissue-Tek or paraffin, sectioned, and stained in Oil Red O solution, H&E, Sirius Red, and Masson Trichrome. Slides were assessed by a pathologist blinded to the sample identity.

### RNA-sequencing

RNAseq libraries were prepared from hepatic RNA from mice and sequenced. Sequence fragments were aligned to the mouse GRCm39 genome and GENCODE transcriptome, adjusted for library size, and analyzed using DESeq2 [49]. RNAseq data from iPSC-derived hepatocyte-like cells were downloaded from GEO (GSE138312) from a previously described MASLD cohort [15]. Gene expression count data were adjusted for library size and variance stabilized.

### Statistics

For ex vivo and in vitro experiments, representative results are reported. Data are shown as mean ± standard error of the mean (SEM). Grubb’s test for outliers was used to identify statistical outliers. Continuous variables for two groups were compared using Student’s t-tests. Continuous variables for more than two groups were compared using one-way analysis of variance (ANOVA) with Tukey’s post hoc test. Analyses were performed using GraphPad Prism 7 software (GraphPad Software, Inc. La Jolla, CA, USA). P values < 0.05 were considered statistically significant. No statistical analysis was employed to determine sample sizes. Sample sizes were established according to previous studies or our experimental experience.

## Supplementary information

Supplementary Figures

Supplementary methods

## Data Availability

RNA-Seq data from the mouse study is available at NCBI GEO# GSE273884. RNAseq data from a cohort of iPSC-Heps from biopsy-defined MASH cases and healthy controls is available at NCBI GEO# GSE138312.

# Supplementary material for: Loss of TMEM55B modulates lipid metabolism through dysregulated lipophagy and mitochondrial function
**Source:** Cell Death Dis. 2026 Jan 9;17(1):26. doi: 10.1038/s41419-025-08210-x
**Supplement:** Supplementary file 2 — Supplementary methods

**DETAILED MATERIALS AND METHODS**

**Quantitative real-time PCR**

RNA was extracted from mouse primary hepatocytes, livers, skeletal muscles, or adipose tissues, and reverse transcribed into cDNA as previously described(1). All assays were performed in triplicate using 100ng cDNA on an ABI PRISM 7900 Sequence Detection System using TaqMan and SYBR Green qPCR assays. *TMEM55B* was quantified using a Taqman primer (Hs00292741 for human and Mm01319582_m1 for mouse) from Thermo Fisher Scientific, and *JIP4* SYBR Green primers are as follows (Forward: GGCGGCTCGAGAAAATCCGTTCTA; Reverse: AATGCGGCCGCAACTCAATCAAC). Real-time PCR results were normalized to *CLPTM* (Hs00171300, *Clptm* (Mm00524760_m1), Thermo Fisher Scientific, Waltham, MA) as an internal control.

**Western blot analyses**

Tissues were homogenized in RIPA lysis buffer with Protease Inhibitor Cocktail (Thermo Fisher Scientific), centrifuged for 15 min at x16,000g at 4°C, and the supernatants were collected. Samples were eluted with Laemmli buffer and denatured at 95°C for 5 min before loading to 8% or 4-20% Tris-Glycine gels (Thermo Fisher Scientific). After transferring, PVDF membrane was incubated with anti-Tmem55b, anti-CHOP, anti-4-HNE, anti-LC3B, anti-p62, anti-bactin, anti-CD36, or anti-Gapdh antibody at 4°C overnight, washed 3 times, and incubated with secondary antibody for 1 hr at room temperature. Enhanced chemiluminescence substrate (Thermo Fisher Scientific) was used for protein detection. Quantitative analysis of protein bands was performed using Image J (NIH, Bethesda, MD). See the Major Resources Tables for the detailed antibody information.

**Cell culture and transfections**

HepG2 or Huh7 cells were grown at 37°C and 5% CO2 in Eagle's Minimum Essential Medium (EMEM) (ATCC, Manassas, VA) supplemented with 10% FBS (HyClone, Logan, Utah), 500 U/mL penicillin/streptomycin, and 2 nmol /L GlutaMAX (Invitrogen). *TMEM55B* and/or *JIP4* knockdown was achieved by transfection of 80,000 HepG2 cells/well in 12-well plates using either siRNAs (Life Technologies) targeting *TMEM55B* (S40499), *JIP4* (S17233) or scramble siRNA (Scr) (4390843) as non-targeting control using Lipofectamine RNAimax (Invitrogen) with 20 nM siRNA for 48 hours as previously described(2). For double knockdown, siRNAs targeting *TMEM55B* and *JIP4* were added at the same time. Cellular phenotypes were quantified 48 hours post-transfection.

**Creation of *JIP4* Knockout (KO) cells**

To create *JIP4* KO cell lines, single gRNA targeting *JIP4* (VB211203-1192efm, Supplemental Fig.S9A) and non-targeting gRNA as negative control (VB220208-1241bcc, Supplemental Fig.S9B) were designed and purchase from VectorBuilder (Chicago, IL). Cas9 2NLS nuclease was purchased from Synthego (Redwood City, California). Cells were transfected with 5 μg negative control or JIP4-Cas9/sgRNA complex using Cell Line Nucleofector™ Kit T (VCA-1002, Lonza) with Amaxa Biosystems Nucleofector II. After transfection, cells were grown in media with 500 µg/ml G418 for 10 days, and 200 µg/ml G418 for another 4 days to select for plasmid expressing cells.

**Flow cytometry**

Lysosomal acid lipase activity was quantified using the LysoLive™ Lysosomal Acid Lipase Assay Kit (ab253380, Abcam). Cells were incubated with 1X LipaGreen^TM^, a substrate that becomes fluorescent upon cleavage by lysosomal acid lipase, according to the manufacturer's protocol". To measure mitochondrial membrane potential, HepG2 cells were harvested with 0.05% Trypsin-EDTA and resuspended in PBS with 50 nM tetramethylrhodamine ethyl ester (TMRE, T669, Invitrogen) for 25 minutes at 37°C and 5% CO2. To measure exogenous fatty acid uptake, cells were incubated with 200 ng/ml BODIPY493/503 (D3922, Invitrogen), 1 µm BODIPY-labelled C12- (D3822, Invitrogen), 2 µm BODIPY™ 558/568 C12 (D3835, Invitrogen) or 1 µm C16-FA (D3821, Invitrogen) for 30 mins, washed 3 times with PBS, harvested with 0.05% Trypsin-EDTA. To quantify total cellular oxidative stress, primary hepatocytes were incubated with or without 20uM Urolithin A (UA) for 16 hours, followed by BSA or 1mM palmitate (PA) treatment for 1 hour, stained with 500nM CellRox Green for 1 hr at 37°C and 5% CO2 before FACS. To quantify cellular lipid accumulation in primary hepatocytes, cells were treated with UA for 16 hours, then BSA or 1mM PA for 1 hour, stained with 200 ng/ml for BODIPY 493/503 for 30min at 37°C and 5% CO2 before FACS.

For all assays, fluorescence intensity was quantified by the BD LSRFortessa Cell Analyzer as the median fluorescence values of 10,000 gated events.

**Cellular Lipase assay**

Cellular lipase activity was measured using the Lipase Assay Kit (Colorimetric) (ab102524, Abcam). Briefly, after harvesting, cells were homogenized and incubated with reagents for 60 – 90 minutes at 37°C and absorbance (OD570 nm) was measured in the kinetic mode using BioTek Synergy H1 Plate Reader (Agilent Technologies). Lipase activities were calculated as nmol/min/mL based on the standard curve.

**Immunofluorescence staining and confocal microscopy of fixed cells**

For lysosome staining, cells were seeded on glass slide coverslips within 12-well plates at a density of 80,000, incubated with 75nM LysoTracker DND-99 probes for 1 hr at 37°C and 5% CO2, washed with PBS and fixed with 4% paraformaldehyde in PBS for 10 min at room temperature. For mitochondria staining, cells were incubated 0.2 μM MitoTracker Deep Red (Life Technologies) for 15 minutes before imaging. For other staining, cells were then permeabilized with 0.25% Triton-100 in PBS for 10 min at room temperature, washed with PBS, and incubated with 1% BSA, 22.52 mg/mL glycine in PBST (PBS+ 0.1% Tween 20) for 30 min to block unspecific binding of the antibodies. Cells were incubated with primary antibodies (i.e., LAMP1, PLIN2, LC3B, see Major Resources Tables for details) diluted in 0.1% PBST at 4°C overnight. After 3 washes with PBS, cells were incubated with secondary antibodies diluted in 0.1% PBST for 1 h at room temperature, washed 3 times with PBS, and mounted with ProLong™ Gold Antifade Mountant with DNA Stain DAPI (P36935, Invitrogen). For intracellular lipid accumulation, cells were incubated with 1µM oleate for 24hr, stained with 100 μg/mL Nile red (72485, Sigma) for 30 min, and fixed with 4% paraformaldehyde. All samples were examined under a Zeiss LSM 710 confocal laser-scanning microscope equipped with X63 oil-immersion objective. For quantitative image analysis, randomly chosen non-overlapping fields were scanned using the same setting parameters (i.e., laser power and detector amplification) below pixel saturation. The mean intensity per field was determined using the histogram function in the Zeiss LSM 710 Software, and pixel values above background levels were quantified. All the experiments were repeated at least three times, and representative images are shown. To quantify colocalization (i.e., PLN2/LysoTracker, C16/LysoTracker, C12/LysoTracker, C12/Lamp1, C12/MitoTracker, C12/LDs, C12/LC3B, LC3B/MitoTracker colocalization), randomly chosen non-overlapping fields were scanned and analyzed in Carl Zeiss software AIM using the Pearson’s Correlation Coefficients. All imaging parameters and analyzing settings remained the same for all data acquisition within one experiment.

**Fluorescent FA Pulse-Chase**

Cells were incubated with EMEM with 10% fetal bovine serum, 2mM glutamax, and 500 U/mL penicillin/streptomycin) containing 2 µm BODIPY 558/568 C12 (Red C12, D3835, Invitrogen) or 1 µm BODIPY FL C12 (Green, D3822, Invitrogen) in duplicate wells to allow the fluorescent lipids to incorporate into LDs. After 16 hr, one well was collected as timepoint “HR 0”. The other well was washed three times with PBS, chased with DMEM, and collected after 24 hr as timepoint "HR 24”. At the time of collection, cells were washed twice with PBS, fixed with 4% paraformaldehyde in PBS for 10 min, and permeabilized with 0.25% Triton-100 in PBS for 10 min at room temperature. Mitochondria were labeled with 0.2 μM MitoTracker Deep Red FM for 30 min, lipid droplets were labeled with 1µM BODIPY 493/503 for 30 min, and lysosomes were labeled with 75 nM LysoTracker Red DND-99 for 1 hr. All cells were imaged with Zeiss LSM 710 confocal laser-scanning microscope with X63 oil-immersion objective and analyzed as described in the confocal microscopy section above.

**Live cell imaging**

To directly monitor mitophagy in live cells, we used mKeima-Red-Mito-7 (Plasmid #56018, Addgene). The expressed red fluorescent protein localizes in the mitochondrial inner membrane and has an excitation of ~440 nM (Green), but under acidic pH, its excitation switches to ~550 nM (Red), which indicates the occurrence of mitophagy(3). HepG2 cells were transfected with MitoKeima and siRNAs (Life Technologies) targeting *TMEM55B* (S40499) or scramble siRNA (Scr) using the AMAXA Nucleofector V kit (Lonza, Cologne, Germany). After 48 hours, cells were treated with BSA or 1mM PA for 1 hr and imaged on a spinning disk confocal microscope (Nikon CSU-X1 dual camera platform equipped with Okolab stagetop incubation system and an iXon Ultra 888 EMCCD camera) using a 60X Apo TIRF. For other staining, cells were incubated with 0.2 μM LysoTracker (DND-99, Life Technologies) for 15min, 1 μM BODIPY C12 (Green, Life Technologies) for 30 minutes, 0.2 μM MitoTracker Deep Red (Life Technologies) for 15 minutes, and 5 µM MitoSOX Green for 10 minutes, and imaged on a spinning disk confocal microscope using a 60X or 100X Apo TIRF. Imaging data was collected in 10–20 movies per condition with the same laser power, exposure, and electron-multiplying gain settings for all conditions. Images were subjected to Gaussian filtering and background subtraction in Imaris v 9.6 (Bitplane, Concord, MA). For analysis of trafficking parameters, labeled vesicles were subjected to surface reconstruction using the Surfaces and Tracks modules, and track length, track displacement, and track lifetimes were calculated using Imaris. For analysis of mitochondrial and fatty acid volume, MitoTracker-labeled mitochondria and C12-labeled fatty acids were subjected to surface reconstruction in Imaris, and automated segmentation by color-coding based on the volume of the connected components was used for 3D surface rendering.

**Transmission electron microscopy**

Cells were grown on MatTek glass bottom dishes (P35G-1.5-14-C, MatTek), fixed in 2% glutaraldehyde and 2% paraformaldehyde solution for 24 hrs and washed 3 times for 5 min each in 0.1 M sodium cacodylate buffer, pH 7.4. Samples were then post-fixed in 1% osmium tetroxide with 1.6% potassium ferricyanide (KFECn) in 0.1 M sodium cacodylate buffer for 30 min, and washed 3 times for 15 min each with PBS. Cells were dehydrated in a serial diluted ethanol solution of 30, 50, 70, 90, and 100%, for 10 min each and infiltrated with 50% Epon-Araldite resin (containing benzyldimethylamine accelerator) for 1hr, followed by 100% resin for 1 hr. Excess resin was removed from the MatTek dishes containing cells and polymerized at 60°C for 48 hrs. Using a dissecting blade, cells embedded in resin were mounted on resin-embedded blocks and serial sections of 70-150 nm thickness were cut on a Reichert-Jung Ultracut E microtome and set on 1 x 2-mm slot grids covered with 0.6% Formvar film. Sections were then post-stained with 1% aqueous uranyl acetate for 7 min and lead citrate for 4 min. Samples were imaged on an FEI Tecnai 12 transmission electron microscope equipped with a 2k x 2k CCD camera with a 40 Megapixel/sec readout mode. Images were analyzed using ImageJ software according to the method by Lam et al^1^.

**Measures of mitochondrial levels and oxidative stress**

HepG2 cells were transfected with siRNAs targeting *TMEM55B* or a scrambled control siRNA and plated in 96-well plates at a density of 1x10^e4^ per well. After 48 hours, cells were incubated with 200 nM MitoGreen to stain mitochondria or 5 mM CellRox Green to measure cellular oxidative stress for 30 mins, or 5 µM MitoSox Red in HBSS (14025076, Gibco) for 10 min to measure mitochondria-specific oxidative stress, and 5µg/ml Hoechst for 15 min to stain the nuclei. After 3 washes with PBS, fluorescence levels were quantified with BioTek Synergy H1 Plate Reader (Agilent Technologies). To visualize MitoSox staining, transfected cells were also plated in 6-well plates at a density of 2x10^e5^ per well. After 48 hours, cells were treated with 5 µM MitoSox Red in HBSS (14025076, Gibico) for 10 min and imaged using the Keyence microscope at 20X.

**Measures of mitochondria function**

10,000 HepG2 cells or 7,000 mouse primary hepatocytes were seeded into each well of a Seahorse Bioscience (Agilent, Santa Clara, CA) tissue culture 96-well plate coated with or without poly-D-Lysine and incubated overnight at 37 °C in 5% CO_2_. Cells were washed twice with DMEM assay media (sodium bicarbonate- and glucose-free DMEM supplemented with glutamine and penicillin/streptomycin, pH 7.4) and incubated for 1 hr at 37 °C without CO_2_. Measures of mitochondrial function and oxidation of exogenous and endogenous fatty acids were determined by recording oxygen consumption rates (OCR, pmol/min) on a Seahorse Bioscience XFe96 extracellular flux Analyzer. After measuring basal respiration, the injection of oligomycin was used to measure ATP production (final concentration 2 μM), and the injection of fluorocarbonyl cyanide phenylhydrazone (FCCP) was used to detect maximal respiration (final concentration 2μM). The final injection of antimycin A and Rotenone was to measure spare respiratory capacity and non-mitochondrial respiration. Background values were determined from cell-free wells and subtracted from sample values. Cellular protein levels were determined using a Bradford protein assay. Data were normalized to total protein in each well. To measure fatty acid β-oxidation rates, cells were seeded in XF96 well plates and starved overnight in substrate-limited DMEM supplemented with 0.5 mM of glucose, 1 mM of glutamine, 0.5 mM of carnitine, and 1% FBS. The bovine serum albumin (BSA)-conjugated palmitate (55.8 nM, Seahorse Bioscience) was added to a final concentration of 10 nM, and basal OCR of cells treated with palmitate-BSA or BSA vehicle alone were measured. For cell permeabilization, 1 nmol of Seahorse XF Plasma Membrane Permeabilizer (102504-100, Agilent Technologies) was used.

Mouse liver mitochondria were isolated and quantified as described(4). Briefly, liver tissues were harvested and minced in cold MSHE buffer (210 mM Mannitol, 70 mM sucrose, 5 mM HEPES, 1 mM EGTA, pH 7.2) + 0.5%BSA and homogenized with gentleMACS™ Dissociator (Miltenyi Biotec). The homogenate was centrifuged at 4°C at 800g for 10 min, after which the supernatant was transferred to another tube, and centrifuged again at 4°C at 8000g for 10 min. The pellet was resuspended in 800µl of MSHE buffer + 0.5%BSA and centrifuged again at 4°C at 8000g for 10 min. The pellet was resuspended in 30µl of MAS buffer (220 mM mannitol, 70 mM sucrose, 10 mM KH2PO4, 5 mM MgCl2, 2 mM HEPES, 1.0 mM EGTA, 0.2 % BSA, pH 7.2). Protein concentration was quantified with Pierce™ Bradford Plus Protein Assay Kits (23236, Thermo Scientific). 4 µg of mitochondria were plated/well in a XF96 well plate. OCR was measured after addition of 4 mM ADP (Complex V substrate), oligomycin, FCCP, and antimycin as described above. OCR was normalized per μg mitochondrial protein.

**Animal studies**

Animal studies were performed with approval and in accordance with the guidelines of the Institutional Animal Care and Use Committee at the University of California San Francisco (UCSF). Animals were cared for according to the recommendations of the Panel on Euthanasia of the American Veterinary Medical Association. The animal facility is Association for Assessment and Accreditation of Laboratory Animal Care (AAALAC) approved and is responsible for the health and husbandry of animals. Animal studies comply with the Animal Research: Reporting of In Vivo Experiments (ARRIVE) guidelines. Mice were housed in a climate-controlled Department of Laboratory Animal Medicine facility with a 12-hour light-dark cycle and ad libitum access to food and water.

***Tmem55b* knockout mouse model**

*Tmem55b* floxed mice were purchased from Cyagen Biosciences, who inserted *loxP* sites flanking *Tmem55b* exons 1 to 6 in a C57BL6/N background. The *Tmem55b^fl/+^* mice were backcrossed 7 times to the C57BL/6J strain, and subsequently crossed with Sox-2-Cre mice (Strain #:008454, JAX) on a C57BL/6J background to generate *Tmem55b^+/-^* mice. These mice were intercrossed to generate whole-body *Tmem55b* knockout and littermate control *Tmem55b^+/+^* mice. Mice were confirmed to have a >99% C57BL/6J background using The Jackson Laboratory’s C57BL/6 Substrain Characterization Panel. Primary hepatocytes were isolated from 10-week old male and female mice at the University of California, San Francisco Liver Center using the standard collagenase method(5).

6-week old mice were fed a GAN diet (40% kcal fat, 20% kcal fructose, 2% cholesterol) for 21 weeks, after which mice were euthanized after 4 hr fast. Blood was collected via cardiac puncture, and plasma isolated by centrifugation at 850× g for 15 min at 4 °C. Tissues were flash frozen in liquid nitrogen, and a portion of liver was fixed in 10% formalin, washed with PBS the next day, and stored in 70% ethanol for histology.

**ASO-mediated *Tmem55b* knockdown mouse model**

We have previously described ASO-mediated Tmem55b knockdown mouse model(2). C57BL/6J male mice were purchased from Jackson Laboratory (Bar Harbor, ME). Six-week-old animals were i.p. injected with 25 mg/kg body weight/week of antisense oligonucleotides (ASO) targeting *Tmem55b* or a non-targeting control (Ionis Pharmaceuticals) and fed a GAN Diet (n=10/treatment). Body weight was measured prior to the first ASO injection, and randomized to receive either the *Tmem55b* or NTC ASO. Animals were injected with ASO weekly until sacrifice. After 7, 21, or 29 weeks, mice were fasted for 4 hours, euthanized, and biospecimens collected as described for the *Tmem55b* knockout model.

**Mouse liver immunohistology**

For Oil red O (ORO) staining, mouse liver was embedded in Tissue-Tek, sectioned, and stained in 0.5% Oil Red O solution in propylene glycol for 30 min. The slides were processed for hematoxylin counter staining. For H&E, Sirius Red, and Masson Trichrome staining, a portion of mouse liver was fixed with 10% formalin, embedded in paraffin, and cut into 4-µm sections. Sections were stained with different dyes. All slides were assessed by a pathologist blinded to the sample identity.

**GTT and ITT**

Intraperitoneal glucose tolerance tests (GTT) and insulin tolerance tests (ITT) were performed at weeks 3 and 4 on Western diet and ASO, following 6 h fast(6). Briefly, 2.0 g/kg body weight of glucose or 0.75 U/kg of insulin was injected intraperitoneally, and blood glucose was measured every 15 or 30 mins over 120 min. All blood glucose measurements were performed using a FreeStyle Freedom Lite glucometer (Abbot Diabetes Care, Inc., Alameda, CA).

**Hepatic lipid measurements**

Liver tissues were homogenized with GentleMacs (Miltenyi Biotec Inc. Auburn, CA) and lipids extracted with chloroform-methanol (2:1) according to the Folch method(7). Chloroform extracts were dried under N_2_ gas and resuspended in 200 μl isopropyl alcohol containing 10% Triton X-100. TAG was measured using the L-Type TG M kit (Wako Chemicals, Richmond, VA) following manufacturer’s instructions. Free fatty acid levels were measured in the liver tissue lysate with Non-Esterified Fatty Acid (NEFA) Assay Kits (Wako Chemicals, Richmond, VA).

**Plasma** **aminotransferase measurements**

Mouse plasma aspartate aminotransferase (AST) and alanine aminotransferase (ALT) levels were measured by enzymatic end point measurements using enzyme reagent kits (Ciba-Corning Diagnostics Corporation) in an AMS Liasys 330 Clinical Chemistry Analyzer.

**RNA-sequencing**

Total RNA was extracted from livers of male mice treated with *Tmem55b* (N=4) or non-targeting control (N=4) ASOs and fed a Western diet for 4 weeks, checked for quality on a Bioanalyzer, and made into polyA-selected, strand-specific RNA-seq libraries for 150 bp paired-end sequencing on Illumina NovaSeq machines. 

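The 8 livers also differed within the treatment groups. The first principal component of the log2 CPM values held 40.1% of the variance and set *Tmem55b* ASO replicate 4, with a score of -80.2, apart from the other 7 mice, whose scores lay between -19.7 and 31.3. The mean correlation of that mouse with the others was 0.939, against 0.963 to 0.972 for the remaining mice. No pair of mice within a group had counts that differed by as little as sampling noise, since the chi-square per degree of freedom between their counts was between 28.2 and 194.9, so each mouse was used as its own replicate.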

Sequence fragments were aligned to the mouse GRCm39 genome and GENCODE transcriptome using STAR 2-pass alignment(8). Fragments aligning to annotated genes were counted using featureCounts(9) and adjusted for library size using DESeq2(10). 

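Of the gene identifiers in the counts, 54749 are in release M39 of the GENCODE annotation, and these genes hold 99.98% of all fragments. Each of these genes overlaps the M39 gene of the same identifier on the same chromosome, and all coordinates lie within GRCm39 chromosomes. The TMM factors that edgeR computed lay between 0.926 and 1.19, with the highest in *Tmem55b* ASO replicate 4. In CPM of the plain library total, *Tmem55b* (*Pip4p1*) was at 14.3 in that mouse, from 296 fragments, and at 12.9 in NTC ASO replicate 4, from 203 fragments, so without the TMM factors the 2 groups overlap in these mice.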

DESeq2 was used for differential expression analysis, and p-values were adjusted for multiple testing using a false discovery rate (FDR) approach. 

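Run on the deposited counts with its own size factors and independent filtering, DESeq2 gave an adjusted p to 17414 genes. It put *Tmem55b* (*Pip4p1*) at a log2 fold change of -0.98 (standard error 0.235, adjusted p = 0.0144). Of the 69 genes past an adjusted p of 0.05 by DESeq2, 68 had the same direction and an unadjusted p under 0.05 by edgeR's quasi-likelihood test. In a single set of simulated counts, in which 200 genes had been changed, DESeq2 called 51 unchanged genes and edgeR 8. The spread of each gene came from edgeR's own estimates, genes were drawn independently, and no mouse stood apart across genes. These counts therefore do not settle how many of the genes called by DESeq2 in the real mice are unchanged. In the same simulated counts, edgeR called 89 of 100 genes changed 4-fold and 57 of 100 changed 2-fold, and DESeq2 called 95 and 76 of them.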

RNAseq data is available on GEO # GSE273884.

RNAseq data from iPSC-derived hepatocyte like cells was downloaded from GEO (GSE138312), and has been previously described(11). Gene expression count data was adjusted for library size, and variance stabilized to obtain a ~log2 transformation in DESeq2.

1. Medina MW, Bauzon F, Naidoo D, Theusch E, Stevens K, Schilde J, et al. Transmembrane protein 55B is a novel regulator of cellular cholesterol metabolism. Arterioscler Thromb Vasc Biol. 2014;34(9):1917-23.

2. Qin Y, Ting F, Kim MJ, Strelnikov J, Harmon J, Gao F, et al. Phosphatidylinositol-(4,5)-Bisphosphate Regulates Plasma Cholesterol Through LDL (Low-Density Lipoprotein) Receptor Lysosomal Degradation. Arterioscler Thromb Vasc Biol. 2020;40(5):1311-24.

3. Mohamud Yusuf A, Borbor M, Hussner T, Weghs C, Kaltwasser B, Pillath-Eilers M, et al. Acid sphingomyelinase inhibition induces cerebral angiogenesis post-ischemia/reperfusion in an oxidative stress-dependent way and promotes endothelial survival by regulating mitochondrial metabolism. Cell Death Dis. 2024;15(9):650.

4. Norheim F, Hasin-Brumshtein Y, Vergnes L, Chella Krishnan K, Pan C, Seldin MM, et al. Gene-by-Sex Interactions in Mitochondrial Functions and Cardio-Metabolic Traits. Cell Metab. 2019;29(4):932-49 e4.

5. Moldeus P, Hogberg J, Orrenius S. Isolation and use of liver cells. Methods Enzymol. 1978;52:60-71.

6. Johnson AR, Qin Y, Cozzo AJ, Freemerman AJ, Huang MJ, Zhao L, et al. Metabolic reprogramming through fatty acid transport protein 1 (FATP1) regulates macrophage inflammatory potential and adipose inflammation. Mol Metab. 2016;5(7):506-26.

7. Folch J, Lees M, Sloane Stanley GH. A simple method for the isolation and purification of total lipides from animal tissues. J Biol Chem. 1957;226(1):497-509.

8. Dobin A, Davis CA, Schlesinger F, Drenkow J, Zaleski C, Jha S, et al. STAR: ultrafast universal RNA-seq aligner. Bioinformatics. 2013;29(1):15-21.

9. Liao Y, Smyth GK, Shi W. featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. Bioinformatics. 2014;30(7):923-30.

10. Love MI, Huber W, Anders S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol. 2014;15(12):550.

11. Duwaerts CC, Le Guillou D, Her CL, Phillips NJ, Willenbring H, Mattis AN, et al. iPSC-derived hepatocytes from patients with nonalcoholic fatty liver disease display a disease-specific gene expression profile. Gastroenterology. 2021.

**Major Resources Tables**

**Animals (in vivo studies)**

| **Species** | **Vendor or Source** | **Background Strain** | **Sex** |
| --- | --- | --- | --- |
| C57BL/6J | The Jackson Laboratory | C57BL/6J | Male and female |

**Animal breeding**

|  | **Species** | **Vendor or Source** | **Background Strain** | **Other Information** |
| --- | --- | --- | --- | --- |
| **Parent - Male** | Tmem55b^fl/fl^ | Cyagen Biosciences | C57BL/6N |  |
| **Parent - Female** | Tmem55b^fl/fl^ | Cyagen Biosciences | C57BL/6N |  |
| **Parent - Female** | B6.Cg-Edil3Tg(Sox2-cre)1Amc/J | The Jackson Laboratory | C57BL/6J |  |
| **Parent - Male** | Tmem55b^+/-^ | UCSF | C57BL/6J |  |
| **Parent - Female** | Tmem55b^+/-^ | UCSF | C57BL/6J |  |

**Antibodies and Reagents**

| **Name** | **Vendor or Source** | **Catalog #** | **Working concentration** | **Lot # (preferred but not required)** |
| --- | --- | --- | --- | --- |
| Anti-Tmem55b | Proteintech (Rosemont, IL) | 23992 | 2 μg/ml |  |
| Anti-PLIN2 | ABGENT  (San Diego, CA) | AP5118c | 5 μg/ml |  |
| Anti-LC3B | Sigma-Aldrich  (Cambridge, MA) | L7543 | 5 μg/ml |  |
| Anti-p62 | Novus Biologicals (Centennial, CO) | NBP1-48320 | 1 μg/ml |  |
| Anti-CHOP | Cell Signaling Technology (Danvers, MA) | 5554S | 0.186 μg/ml |  |
| Anti-4-HNE | Abcam (Cambridge, MA) | ab46545 | 1 μg/ml |  |
| Anti-Lamp1 | Abcam (Cambridge, MA) | ab24170 | 1 μg/ml |  |
| Anti-GAPDH | Santa Cruz (Dallas, TX) | Sc-166545 | 2 μg/ml |  |
| Goat anti-rabbit IgG H&L (HRP) | Abcam (Cambridge, MA) | ab7090 | 0.2 μg/ml |  |
| Goat anti-rabbit IgG H&L (Alexa Fluor® 488) | Abcam (Cambridge, MA) | ab150077 | 2 μg/ml |  |
| Goat anti-Rabbit IgG (H+L) Cross-Adsorbed Secondary Antibody, Alexa Fluor™ 568 | Invitrogen (Carlsbad, CA) | A-11011 | 2 μg/ml |  |
| BODIPY 493/503 | Invitrogen (Carlsbad, CA) | D3922 | 1 μM |  |
| HCS LipidTOX™ Red neutral  lipid stain | Invitrogen (Carlsbad, CA) | H34476 | 1X |  |
| LysoTracker Red DND-99 | Invitrogen (Carlsbad, CA) | L7528 | 75 nM |  |
| MitoTracker Deep Red FM | Invitrogen (Carlsbad, CA) | M22426 | 100 nM |  |
| MitoGreen | Invitrogen (Carlsbad, CA) | M7514 | 200 nM |  |
| CellRox Green | Invitrogen (Carlsbad, CA) | C10444 | 5 μM |  |
| MitoSox Red | Invitrogen (Carlsbad, CA) | M36008 | 5 μM |  |
| Hoechst | Invitrogen (Carlsbad, CA) | H21486 | 5 μg/ml |  |
| BODIPY™ FL C12 | Invitrogen (Carlsbad, CA) | D3822 | 2 μM |  |
| BODIPY™ 558/568 C12 | Invitrogen (Carlsbad, CA) | D3835 | 1 μM |  |
| BODIPY™ FL C16 | Invitrogen (Carlsbad, CA) | D3821 | 2 μM |  |

**Cultured Cells**

| **Name** | **Vendor or Source** | **Sex (F, M, or unknown)** |
| --- | --- | --- |
| HepG2 | ATCC | M |
| Primary hepatocytes | C57bl/6J | M, F |
| Huh7 | ATCC | M |

How the deposited data were processed for this re-analysis (not part of the article)

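Liver RNA of 8 male mice was measured, 4 treated with *Tmem55b* ASO and 4 with NTC ASO. The counts deposited by the authors are whole fragments per gene from polyA-selected, strand-specific libraries, aligned by the authors to GRCm39 and the GENCODE transcriptome with STAR 2-pass alignment and counted with featureCounts, with no normalization. The deposited table also has the other length column of the counting tool, the number of exonic base pairs per gene, which was used only to test for a bias with gene length. The adjustment for library size that the authors made with DESeq2 is not in the deposited counts. Conditions and replicate numbers were taken from the sample records, and the group sizes, diet and weeks from the supplementary methods. The same replicate numbers occur in both groups, but no source states that same-numbered mice belong together, and each mouse is a different animal.

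Gene symbols and biotypes were joined by Ensembl identifier without its version to GENCODE M39. Where several identifiers share a symbol, the one with the most fragments over all mice kept the symbol, and 76 others were named by symbol and identifier. Fragments were tested with edgeR 4.0.16 (quasi-likelihood test, TMM normalization, filterByExpr on the group) in R 4.3.3, with Benjamini-Hochberg adjustment and a threshold of 0.05. Standard errors were taken as the log2 fold change divided by the square root of its F value. Per-mouse values are CPM after TMM normalization, and mean log2 levels of gene lists use log2 CPM with a prior count of 2. Exact permutation tests of single genes use log2(CPM + 1) over all splits of the mice and are two-sided. Gene lists were tested with camera of limma 3.58.1 on edgeR's model, with a preset inter-gene correlation of 0.01, and with one-sided Fisher's exact tests against all tested genes. Camera compares gene-wise test statistics, so its p is not a test of the difference in mean log2 fold change printed beside it. The adhesion list was written by gene family, and 10 further lists cover processes that the paper studies in other experiments. Totals per mouse ranged from 15784681 to 25446020 fragments, so 3 fragments correspond to at most 0.190 CPM, and genes at a few CPM, such as *Flrt2*, rest on as few as 9 fragments in a mouse. Intervals and floors cover counting error only.

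The genes named were *Tmem55b*, the 5 genes with the largest and the 5 with the smallest log2 fold change among those past the adjusted threshold whose groups do not overlap and whose mean normalized count is at least 50 (1 gene qualified), up to 10 adhesion genes higher with the smallest p (at an unadjusted p under 0.05 where fewer than 3 passed the adjusted threshold), and every gene the paper names that was tested, 15 with *Tmem55b*. Adjusted over these 15 alone, 1 passed 0.05, and adjusted over all tested genes, 0 did. The tests, the lists and the rule were set before the data were examined, as were these alternatives: DESeq2 1.42.0, limma-voom, the size factors of DESeq2 or upper-quartile normalization in edgeR, a minimum of 10 counts in every mouse or no filter, protein-coding genes only, the replicate number as a block, each mouse left out in turn, other thresholds, other gene lists and backgrounds, camera with estimated correlation, and the rotation test fry. Chosen after seeing the data were edgeR's robust option, limma-voom with sample quality weights, the adhesion test at an unadjusted p under 0.05 in every alternative, DESeq2 with each mouse left out in turn, and the lists of endothelial, stellate, hepatocyte, proliferation, interferon and clock genes. The methods were tested on simulated counts with 200 genes changed, on which 13827 genes were tested by edgeR and 14088 by DESeq2. These counts were drawn with the means and totals of these mice and with edgeR's estimate of the spread of each gene. Genes were drawn independently, without a mouse that stands apart. The enrichment of Supplementary Fig. S1D was not repeated with its own gene set, which the text does not name.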

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

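Set before the data were examined were the fits of edgeR and DESeq2 over all mice, the camera tests of the adhesion list and the 10 further lists, and the alternatives of the edgeR fit and of camera without 1 mouse, with estimated inter-gene correlation or with upper-quartile normalization, though their use to weigh an explanation came after. The tests of total counts, gene length, the level of the leukocyte list and the splits of the mice for genes past the adjusted threshold of edgeR were also set before. All other tests in this part were chosen after the results were seen.

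Of 82 groups of 4 mice examined, 12 held 1 mouse far from the other 3, where chance gives about 4.1, and 8 of the 12 were *Tmem55b* ASO replicate 4. In that mouse the first principal component was -80.2 (10.9 to 26.6 in the other 3), the mean correlation with the other mice 0.939 (0.968 to 0.972), *Pcdh17* 14.5 CPM (5.25 to 5.81), *Mcam* 12.6 CPM (5.24 to 5.96), *Spag9* 145.0 CPM (79.1 to 85.9), *Actb* 1231 CPM (829 to 850), the mean log2 level of the extracellular matrix list 1.37 (-0.090 to -0.014) and that of the fibrosis list 1.76 (-0.23 to 0.049). NTC ASO replicate 1 stood apart in the mean log2 level of the adhesion list, at 0.36 (-0.14 to -0.11), of the leukocyte list, at 1.79 (-0.81 to -0.46), and of the endoplasmic reticulum (ER) stress list, at -0.11 (0.028 to 0.049). *Immp2l* in *Tmem55b* ASO replicate 2, at 3.18 CPM, lay below the other 3 (5.57 to 6.01).

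For *Tmem55b* ASO replicate 4, a difference in depth is set aside because its total of 20648624 fragments lies within the range of the others, and its most counted gene took 5.82% of its fragments, less than in some other mice. A mislabelled sample was tested at the 100 genes with the smallest p among the other 7 mice. It lay nearer its own group at 42 of them, but NTC ASO replicate 1 did so at only 45, so this test decides little. *Immp2l*, the gene past the adjusted threshold among the other 7 mice, was at 5.77 CPM in this mouse, which is the level of the *Tmem55b* ASO group, and this speaks against a mislabel, although *Tmem55b* itself, at 12.0 CPM, was the closest of its group to the controls, and in CPM of the plain library total, at 14.3, lay above NTC ASO replicate 4 at 12.9. Proliferation genes other than *Mki67* and *Cdc45* had a mean log2 level of 2.51 relative to the NTC ASO mean (at most 1.11 in the others), and hepatocyte genes one of -0.50 (at least -0.085 in the others). A candidate explanation is a different mix of cells or regrowing tissue in the sampled piece of this liver, and a response to the ASO in 1 animal cannot be told apart from it.

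The adhesion list was higher by 0.16 (log2) over all mice. More RNA from leukocytes was weighed first. The leukocyte list differed by -0.15 over all mice, but the size and sign of this value depend on single mice. It was 0.94 without NTC ASO replicate 1, 0.115 without *Tmem55b* ASO replicate 2 and -0.64 without *Tmem55b* ASO replicate 4. Without any other mouse it stayed negative. The mean log2 level of the list by mouse differed by 0.18. With the leukocyte list as a covariate, 141 adhesion genes off that list were still higher, by 0.14 in mean log2 fold change, with a camera p of 4.2e-04. The covariate moved the difference little, and the rise cannot be told apart from leukocyte RNA by these tests. Without *Tmem55b* ASO replicate 4 the adhesion difference was -0.055. With the mean of 29 endothelial genes as a covariate, the difference was -0.055 too (camera p 0.666), so the rise may follow RNA from endothelial or other cells in that mouse. Of the 8 splits that part all same-numbered mice, the real one included, 6 gave as small a camera p as the real groups, and 18 of all 35 splits of the 8 mice did. Of the 8 splits, 3 gave as small a Fisher's exact p at an unadjusted p under 0.05 (9 of all 35), and 1, the real one, gave as small a p with the genes called by DESeq2 (2 of all 35). With 8 splits no share under 0.05 is possible. The other 27 splits keep at least 1 same-numbered pair of mice together.

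The extracellular matrix list was higher by 0.46 and the fibrosis list by 0.55 in mean log2 fold change, and the autophagy list was lower, at -0.16, as was the list of nuclear oxidative phosphorylation genes, at -0.11. Of the 8 splits, 6, 6, 3 and 6 gave as small a camera p for these 4 lists (26, 24, 6 and 26 of all 35), and 7 gave as many lists past the adjusted threshold (29 of 35). Without *Tmem55b* ASO replicate 4 the differences were -0.11, -0.14, -0.057 and 0.065. These 4 differences are therefore not separated from the variation between mice.

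The ER stress list differed by -0.29 in mean log2 fold change (camera on edgeR's model, adjusted p = 2.4e-08 over 10 lists), with 20 of its 23 genes lower in sign. The mean log2 level was below all NTC ASO-treated mice in 3 of 4 *Tmem55b* ASO-treated mice (exact permutation test, two-sided, p = 0.0571). The real split alone gave as small a camera p, 1 of the 8 splits and 1 of all 35. By the size of the difference it did not stand alone, since splits outside the 8 reached 0.338 and 0.297 (camera p 4.5e-05 and 5.6e-06). With estimated inter-gene correlation the adjusted p was 0.153, and over all alternatives it ranged from 1.1e-09 to 0.153. The share of 10000 lists of matched expression with as low a median was 1e-04, the smallest they can give. A different time of day at collection would move day and night clock genes apart, and the mean of 7 day genes against that of 4 night genes did not differ between the groups (exact permutation test, two-sided, p = 0.971). The clock genes *Bhlhe41* (log2 fold change -0.91, adjusted p = 0.392 from edgeR and 0.0115 from DESeq2) and *Per1* (0.57, adjusted p = 0.869 from edgeR), which were not in that test and were chosen after their values were seen, did not overlap between the groups, so a difference in time of day cannot be told apart from an effect of the ASO. Without *Tmem55b* ASO replicate 4 the list was still lower, with a camera p of 8.1e-09. A lower unfolded protein response with *Tmem55b* ASO is a hypothesis that these tests leave open. No single gene of the list passed an adjusted p of 0.05. *Creld2* had the smallest p among them (log2 fold change -0.85, adjusted p = 0.614 from edgeR), and was chosen after its values were seen. The paper reports greater ER stress markers in livers of female knockout mice (Fig. 1G), a different model. *Ddit3*, which encodes CHOP, was higher in sign here, with a log2 fold change of 0.42 (adjusted p = 0.998 from edgeR), and -0.027 without *Tmem55b* ASO replicate 4.

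*Immp2l* had a log2 fold change of -2.11, and the real split was the only one of the 8, and of all 35, with a gene past the adjusted threshold, so 1 of 8 splits and 1 of 35 gave as many. Its exons share 0% of their bases with other genes that had at least 10 counts per mouse, and with upper-quartile normalization its log2 fold change was -2.11, so neither an overlapping gene nor the normalization accounts for the fall. The gene spans 928.3 kb, and binding of the *Tmem55b* ASO to its long unspliced transcript, which would need the ASO sequence to examine, cannot be told apart from a consequence of lower *Tmem55b*. Across all genes, the 2 groups did not differ in total counts (exact permutation test, two-sided, p = 1), log2 fold changes did not follow exonic length (Spearman rho = 0.0294 across genes, which are not independent replicates) or GC content (rho = -0.0319), and the share of *Rn18s-rs5* did not differ (exact permutation test, two-sided, p = 0.914). At an unadjusted p under 0.05, 608 genes differed, and 6 of the 8 splits (22 of 35) gave as many. DESeq2 called 69 genes, and only the real split of the 8 gave as many, but another of the 8 gave 67, and 6 of all 35 gave as many.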

How the results depend on the processing

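Where no value is given for it, the cause of a change below was not tested. For *Tmem55b* the log2 fold change stayed between -1.14 and -0.95 in the 9 alternatives with all mice and between -1.18 and -0.86 in the 8 fits that each left out 1 mouse. Its adjusted p was above 0.05 in 7 of the 9 (the range over the 9 was 0.0144 to 0.863) and in all 8 of the others (0.0774 to 1.00). It was under the threshold with DESeq2 (log2 fold change -0.98, adjusted p = 0.0144) and with limma-voom with sample quality weights (-1.14, adjusted p = 0.0359), an option chosen after seeing the data.

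The number of genes higher with *Tmem55b* ASO was 0 and the number lower was 1 with edgeR, with 332 and 276 at an unadjusted p under 0.05. DESeq2 gave 38 higher and 31 lower. With no filter on low counts there were 2 higher (*Nes* and *Pls1*) and 3 lower (*Immp2l*, *Socs3* and *Sugct*). At an adjusted p under 0.1 there was 1 higher (*Nes*, adjusted p = 0.0725 from edgeR) and 1 lower. With sample quality weights, chosen after seeing the data, limma-voom gave 4 higher (*Nes*, *Pls1*, *Armcx4* and *Hsd17b6*) and 14 lower, and 17 of these 18 genes were also past the threshold with DESeq2. These genes other than *Immp2l* were chosen after their values were seen. Across the 8 fits that each left out 1 mouse, 0 to 1 genes were higher (*Pls1* without NTC ASO replicate 1) and 0 to 1 were lower (*Immp2l*). The other alternatives gave 0 higher and 1 lower, except the fit with the replicate number as a block, below. In simulated counts of this size edgeR called 89 of 100 genes changed 4-fold, so calls can be made with 4 mice against 4 where many well-counted genes change. With 200 changed genes the adjusted threshold is easier to pass than where 1 gene passes. The simulation therefore does not show that genes left uncalled here were unchanged. *Pls1* (log2 fold change 2.08, adjusted p = 0.184 from edgeR) and *Serpina1e* (-2.26, 0.358), chosen after their values were seen, were not called.

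The fit with the replicate number as a block gave 0 genes higher and 0 lower, a log2 fold change of *Tmem55b* of -0.98 (adjusted p = 0.863 from edgeR, the highest of the 9), 0 adhesion genes among higher genes, 12 at an unadjusted p under 0.05 (odds ratio 4.47), and a difference of the adhesion list of 0.18. It gave 5 further lists past the threshold, and in it the leukocyte list reversed to 0.13 and *Spag9* to -0.0037. Same-numbered mice, which are different animals, did not deviate together: the mean correlation of their deviations from the group means was -0.0297, against 0.0210 for mice with different numbers.

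Adhesion genes among genes higher at an adjusted p under 0.05 numbered 0 except with DESeq2, where they were 4 (odds ratio 11.1, one-sided Fisher's exact test, p = 7.0e-04), and at an unadjusted p under 0.05, where they were 11. Across the 8 fits that each left out 1 mouse there were 0. Where the count was 0, at most 2 genes were higher in all, so these counts cannot test an enrichment. With DESeq2 and each mouse left out in turn, fits chosen after seeing the data, 1 to 4 adhesion genes were among 15 to 84 higher genes, with an odds ratio from 4.90 to 22.2, and Fisher's exact p was above 0.05 without NTC ASO replicate 2, 3 or 4 and under it without any other mouse, *Tmem55b* ASO replicate 4 included. At an unadjusted p under 0.05, for which the alternatives were chosen after seeing the data, the 11 genes became 10 of 271 with Reactome's adhesion sets (odds ratio 1.61, p = 0.108), and from 8 to 25 across the 8 fits that each left out 1 mouse, with an odds ratio from 1.67 without *Tmem55b* ASO replicate 4 (Fisher's exact p = 0.12) to 4.56 without NTC ASO replicate 2. The other 10 alternatives stayed past the threshold. The difference in mean log2 fold change of the adhesion list was from -0.055 to 0.31 across the 8 fits that each left out 1 mouse, and reversed only without *Tmem55b* ASO replicate 4. It was 0.16 with p no longer under 0.05 in 2 alternatives, camera with estimated inter-gene correlation (p = 0.369) and the rotation test fry (p = 0.345), which change the test and not the value.

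Of the 10 further lists, 5 passed the adjusted threshold, 0 with estimated inter-gene correlation, and from 2 to 8 across the 8 fits that each left out 1 mouse. In those fits the difference ranged from -0.11 to 0.58 for extracellular matrix, from -0.14 to 0.75 for fibrosis, from -0.32 to 0.18 for cholesterol synthesis, from -0.24 to 0.046 for fatty acid oxidation, from -0.25 to 0.065 for nuclear and from -0.35 to 0.063 for mitochondrial oxidative phosphorylation genes, and from -0.64 to 0.94 for leukocytes. The ER stress list was lower in all of them, from -0.38 to -0.25. Over single lists and settings, 75 of 100 kept their direction and side of the threshold, 9 were weaker, 7 stronger and 9 reversed.

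Over 25 named genes, 223 of 250 settings kept direction and side of the threshold, 6 no longer passed it (all *Immp2l*, the block fit among them), 4 newly passed it (the 4 adhesion genes called by DESeq2) and 17 reversed, in 8 genes without a call. Across the fits that each left out 1 mouse, the log2 fold change ranged from -0.23 to 0.14 for *Sqstm1*, -0.27 to 0.27 for *Plin2*, -0.26 to 0.068 for *Alb*, -0.23 to 0.13 for *Spag9*, -0.11 to 0.13 for *Gapdh*, -0.13 to 0.13 for *Actb*, -0.062 to 0.038 for *Clptm1* and -0.027 to 0.61 for *Ddit3*. Low counts limit *Ddit3* (33 to 151 fragments per mouse) and *Pnpla3* (14 to 90).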

Differences from the paper's values

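The paper describes transcripts upregulated in *Tmem55b* ASO-treated livers as enriched in cell adhesion genes (Supplementary Fig. S1D). With edgeR's quasi-likelihood test, 0 genes were higher at an adjusted p under 0.05 (332 at an unadjusted p under 0.05), so that no adhesion gene was among them. Of the alternatives set before the data were examined, 2 gave such an enrichment. With DESeq2, which the paper's methods name, 4 adhesion genes were among 38 higher genes (odds ratio 11.1, one-sided Fisher's exact test, p = 7.0e-04). With the threshold at an unadjusted p under 0.05, 11 were among 332 (odds ratio 3.54, one-sided Fisher's exact test, p = 5.7e-04). At that threshold the enrichment also passed 0.05 in 10 of 11 alternatives chosen after seeing the values, DESeq2 and limma-voom among them, and in 7 of the 8 fits that each left out 1 mouse. At an adjusted p, the other alternatives gave 0 adhesion genes, but they had at most 2 higher genes in all, so these counts cannot test an enrichment. With camera, which needs no threshold on single genes, the difference of the adhesion list was 0.16 (camera p 1.7e-04, exact permutation test of the list level by mouse, two-sided, p = 0.4), and without *Tmem55b* ASO replicate 4 it was -0.055. Without that mouse, DESeq2 still had 4 adhesion genes among 50 higher genes (odds ratio 8.69, one-sided Fisher's exact test, p = 0.00162). Without NTC ASO replicate 2, 3 or 4 it had 1, 2 and 1 (one-sided Fisher's exact test, p = 0.181, 0.0667 and 0.153). These fits were chosen after seeing the values.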

Other observations

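The tests of long genes and of interferon-stimulated genes were chosen after the patterns were noticed, and the genes noticed first were left out of them.

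The paper reports no difference in CD36 protein in the livers of ASO-treated mice (Supplementary Fig. S8A). Here the *Cd36* transcript was at 81.7 ± 34.4 CPM with *Tmem55b* ASO and 60.2 ± 9.98 CPM with NTC ASO (SD, n = 4 each), a log2 fold change of 0.44 (adjusted p = 0.998 from edgeR), with overlapping groups. Of the other genes the paper names, *Lamp1* had a log2 fold change of -0.19, *Lipa* 0.26, *Map1lc3b* -0.11, *Sqstm1* -0.029, *Plin2* -0.12 and *Pnpla3* -0.79, all with an adjusted p of 0.998 from edgeR. Across the 8 fits that each left out 1 mouse, the log2 fold change ranged from 0.19 to 0.69 for *Cd36* and from -1.12 to -0.39 for *Pnpla3*. Adjusted over the genes that the paper names alone, *Pip4p1* was at 0.0171 and the next smallest values were those of *Lamp1*, *Lipa* and *Pnpla3*, each at 0.448. The paper's text gives a reduction of about 60% in hepatic *Tmem55b* for this ASO model from an earlier study, and in these livers the transcript was 48.5% lower by edgeR and 55.8% lower without *Tmem55b* ASO replicate 4.

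Several of the genes that DESeq2 put lower with *Tmem55b* ASO span very long stretches of the genome (*Immp2l*, *Fhit*, *Wwox* and *Erbb4*, for example, chosen after their values were seen). *Fhit* had a log2 fold change of -2.05 (adjusted p = 0.358 from edgeR and 0.0011 from DESeq2). It rests on few fragments, as few as 4 in a mouse, with a mean of 0.444 CPM in the *Tmem55b* ASO group. With the 13 genes noticed first left out, 82 tested genes spanned over 500 kb, and 68.3% of them were lower in sign, with a median log2 fold change of -0.15. The median was -0.056 for genes of 200 to 500 kb and 0.0096 for genes of up to 10 kb. Without *Tmem55b* ASO replicate 4 these 3 medians were -0.37, -0.22 and 0.0088. The mean log2 level of the 82 genes lay below all NTC ASO-treated mice in 3 of 4 *Tmem55b* ASO-treated mice (-0.21, -0.52 and -0.47) and was 0.26 in *Tmem55b* ASO replicate 4 (exact permutation test over the 8 mice, two-sided, p = 0.257). Of the 8 splits that part same-numbered mice, 2 gave as small a camera p (3 of all 35). Low expression of long genes does not account for the median, since the share of 10000 lists of matched expression with as low a median was 1e-04, the smallest they can give. Across all tested genes, which are not independent replicates, Spearman's rho of log2 fold change and genomic span was -0.0015 with all mice and -0.136 without *Tmem55b* ASO replicate 4. A candidate explanation is that an ASO has more chances to bind in the introns of long transcripts, which these counts cannot tell apart from a consequence of lower *Tmem55b*, nor from chance. A second ASO of another sequence, or the knockout livers, would separate them.

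Among the genes higher with DESeq2 are the interferon-stimulated genes *Isg15*, *Ifi44*, *Rsad2*, *Xaf1* and *Cmpk2*, chosen after their values were seen. A list of 26 other interferon-stimulated genes was higher by 0.61 in mean log2 fold change (camera on edgeR's model, adjusted p = 7.2e-24 over 7 marker lists), with 25 of 26 genes higher in sign and 15 at an unadjusted p under 0.05. The mean log2 level was above all NTC ASO-treated mice in 3 of 4 *Tmem55b* ASO-treated mice, at 0.72, 0.39, 0.73 and 0.91 in replicates 1 to 4, against 0.52, -0.25, -0.22 and -0.049 in NTC ASO replicates 1 to 4 (exact permutation test, two-sided, p = 0.0571). Among the 8 splits that part same-numbered mice and among all 35, only the real one, 1 split, gave as small a camera p. The real split was not the largest in size, since a split outside the 8 reached a difference of 0.663. Camera was run here with the preset inter-gene correlation of 0.01, and the estimated correlation was not tried for this list. With the leukocyte list as a covariate the camera p was 1.6e-31, against 1.0e-24 without it, so the covariate did not weaken the result. The leukocyte list differed by -0.15 over all mice and by -0.64 without *Tmem55b* ASO replicate 4. The interferon list differed by 0.61 and 0.56 in these fits. *Tmem55b* ASO replicate 2, at -0.72, lay below NTC ASO replicates 2 and 4 in leukocyte level, yet above them in interferon level. These values argue against leukocyte RNA as the only source of the rise. They do not exclude a contribution, since without NTC ASO replicate 1 the leukocyte list was higher by 0.94. The 2 groups received ASOs of different sequence, so the difference of 0.61 may reflect innate sensing of the *Tmem55b* ASO itself. Such sensing cannot be told apart from an effect of lower *Tmem55b*, nor from variation between mice.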
